# Genome sequencing and genetic breeding of a bioethanol *Saccharomyces cerevisiae* strain YJS329

**DOI:** 10.1186/1471-2164-13-479

**Published:** 2012-09-15

**Authors:** Dao-Qiong Zheng, Pin-Mei Wang, Jie Chen, Ke Zhang, Tian-Zhe Liu, Xue-Chang Wu, Yu-Dong Li, Yu-Hua Zhao

**Keywords:** Bioethanol, *Saccharomyces cerevisiae*, Stress, Genome, RNA-Seq

## Abstract

**Background:**

Environmental stresses and inhibitors encountered by *Saccharomyces cerevisiae* strains are the main limiting factors in bioethanol fermentation. Strains with different genetic backgrounds usually show diverse stress tolerance responses. An understanding of the mechanisms underlying these phenotypic diversities within *S. cerevisiae* populations could guide the construction of strains with desired traits.

**Results:**

We explored the genetic characteristics of the bioethanol *S. cerevisiae* strain YJS329 and elucidated how genetic variations in its genome were correlated with specified traits compared to similar traits in the S288c-derived strain, BYZ1. Karyotypic electrophoresis combined with array-comparative genomic hybridization indicated that YJS329 was a diploid strain with a relatively constant genome as a result of the fewer Ty elements and lack of structural polymorphisms between homologous chromosomes that it contained. By comparing the sequence with the S288c genome, a total of 64,998 SNPs, 7,093 indels and 11 unique genes were identified in the genome of YJS329-derived haploid strain YJSH1 through whole-genome sequencing. Transcription comparison using RNA-Seq identified which of the differentially expressed genes were the main contributors to the phenotypic differences between YJS329 and BYZ1. By combining the results obtained from the genome sequences and the transcriptions, we predicted how the SNPs, indels and chromosomal copy number variations may affect the mRNA expression profiles and phenotypes of the yeast strains. Furthermore, some genetic breeding strategies to improve the adaptabilities of YJS329 were designed and experimentally verified.

**Conclusions:**

Through comparative functional genomic analysis, we have provided some insights into the mechanisms underlying the specific traits of the bioenthanol strain YJS329. The work reported here has not only enriched the available genetic resources of yeast but has also indicated how functional genomic studies can be used to improve genetic breeding in yeast.

## Background

Bioethanol is an important adjunct to fossil fuel because it is renewable, relatively environmentally innocuous, and compatible with the current fuel transport facilities. To date, bioethanol is mainly produced through the yeast-based fermentation of carbohydrates at about 33°C to give a final product concentration of 8–15% (v/v) [1,2]. Some novel processes, including high-gravity fermentation, high-temperature fermentation, and production from cellulose, intended to increase the economic and social benefits of ethanol, have been proposed and widely studied [2-6]. These processes, however, share the problem that they impose severe environmental stresses or inhibitors on yeast cells which greatly reduces their production efficiency. In addition, these stresses induce the formation of more by-products (mainly glycerol and acetic acid), consuming up to 5% of the carbon source [2-5].

The *Saccharomyces cerevisiae* strain S288c was, in 1996, the first eukaryotic genome to be sequenced [7]. In the 15 years that have passed since then, many functional genomic studies using the S288c genome as a reference sequence have greatly enriched our knowledge of how yeast cells respond to and resist various environmental stresses [8-16]. The information that has been produced cannot always be extrapolated to other yeast strains because of their diverse genomes and phenotypes [8,17,18]. Compared with laboratory strains, industrial strains generally show higher adaptability to specific environments; however, the genetic basis for their improved characteristics is not well understood. Comparisons of the genomes of strains with different backgrounds should help identify the sequence changes that play important roles in the tolerance of particular stresses. Because of the progress in genome sequencing technology, some industrial yeast strains, including AWRI1631, EC1118, JAY270, Vin13 and FostersO, have now been sequenced [19,20]. Comparisons of the publicly available *S. cerevisiae* genome sequences have revealed the clear signatures (single nucleotide polymorphisms (SNPs), insertions and deletions (indels), and novel ORFs) of different strains [18,20,21]. However, further studies are needed to explore how the genetic variations confer the specific phenotype of each strain. Of these industrial strains, JAY270 (PE-2 derived) which uses sugar cane as feedstock, is the only bioethanol strain [1]. Little is known about the genome structure and characteristics of other bioethanol strains.

In this study, we investigated the genetic characteristics of a bioethanol strain, YJS329, and the molecular mechanisms that underlie its phenotypic differences from the laboratory strain, BYZ1 (S288c-derived). YJS329 exceeded BYZ1 in fermentation rate and ethanol yield under different stress conditions, consistent with its greater tolerance of multiple stresses. Comparative genomic hybridization array and whole genome sequencing revealed many differences in the genomes of these two strains, including SNPs, indels, novel ORFs and changes in chromosome structure. Finally, we used RNA-Seq to determine how the genetic differences might affect the transcriptional profile and physiological metabolism of the two strains. Our study enriches the genetic resources for *S. cerevisiae* and deepens our knowledge of the effects of genetic variation on phenotypic diversity.

## Results

### Phenotypic and physiological characteristics of YJS329

In comparisons of fermentation performance, YJS329 had a slightly higher fermentation rate than BYZ1 but they each produced similar amounts of ethanol in a 38-h period under standard conditions (Table 1 and Additional file 1). At higher temperatures and under higher gravity conditions, the ethanol yield of YJS329 was 16.6% and 12.1% (*t* test, *P* <0.001) higher than that of BYZ1, respectively (Table 1 and Additional file 1). In addition, under the three fermentation conditions tested, YJS329 produced more glycerol, whereas BYZ1 produced more acetic acid (Table 1). Consistent with the fermentation tests, YJS329 grew faster than BYZ1 when exposed to stress factors (ethanol, high temperature, osmotic stress, and oxidative stress; Figure 1A) and YJS329 also exceeded BYZ1 in tolerance to the furan derivative hydroxymethylfurfural (HMF), a major inhibitory compound in the fermentation of lignocellulosic hydrolysates.

**Table 1:** Performance of the yeast strains, BYZ1 and YJS329, under different fermentation conditions

**Fermentation conditions**	**Strain**	**Ethanol produced (g/L)**	**Glycerol produced (g/L)**	**Acetic acid produced (g/L)**	**Residual glucose (g/L)**	**Dry weight (g/L)**
Normal	BYZ1	71.89 ± 0.67	3.95 ± 0.08	1.06 ± 0.02	0.13 ± 0.00	9.4 ± 0.14
	YJS329	71.15 ± 0.72	4.36 ± 0.07^a^	0.44 ± 0.01^A^	0.03 ± 0.00	9.1 ± 1.02
High temperature	BYZ1	60.18 ± 0.53	3.68 ± 0.09	1.21 ± 0.02	25.07 ± 0.34	3.9 ± 0.11
	YJS329	70.16 ± 0.55^B^	4.90 ± 0.07^B^	0.78 ± 0.01^B^	1.11 ± 0.04^B^	3.5 ± 0.09^b^
High gravity	BYZ1	111.58 ± 1.19	5.93 ± 0.04	1.50 ± 0.04	21.45 ± 0.25	9.2 ± 0.13
	YJS329	125.10 ±1.13^C^	9.04 ± 0.14^C^	0.61 ± 0.02^C^	1.24 ± 0.01^C^	8.8 ± 0.08^c^

^a-c^indicate a significant difference between YJS329 and BYZ1 under normal (letter a), high temperature (letter b), and high gravity (letter c) conditions at the 0.05 level using *t* test.

^A-C^indicate a significant difference between YJS329 and BYZ1 under normal (letter A), high temperature (letter B), and high gravity (letter C) conditions at the 0.01 level using *t* test.

**Figure 1:**
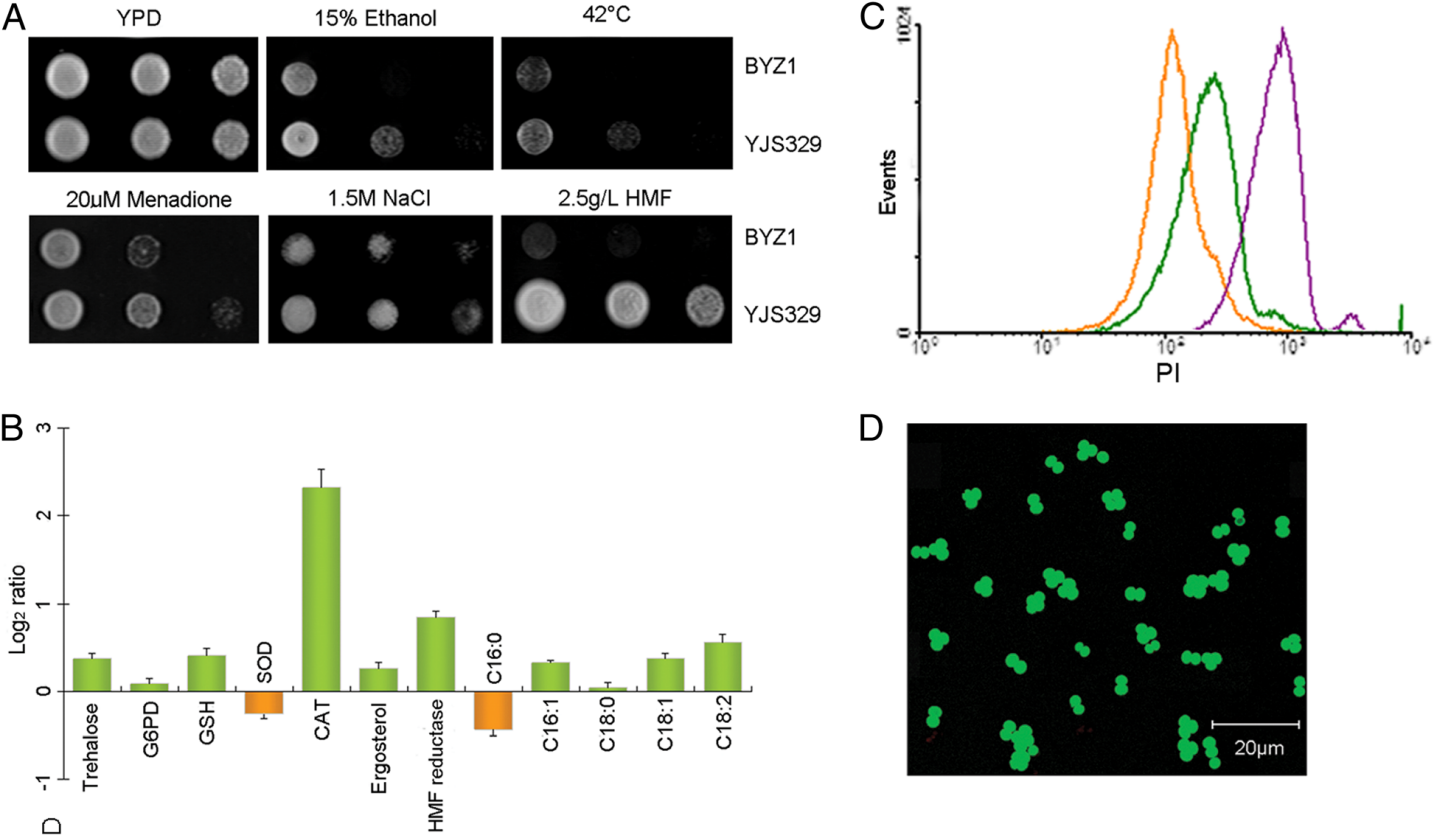
**Phenotypic and physiological traits of the bioethanol yeast strain YJS329.** (**A**) Growth of BYZ1 and YJS329 on plates with and without imposed stresses. Cells were grown in YPD liquid medium at 30°C for 20 h, and 3-μL 10-fold serial dilutions of each sample were spotted onto YPD plates. The YPD plates were then subjected to the indicated stressors. Three independent experiments were conducted, and typical data from one of them are shown. (**B**) Relative content of physiological and biochemical factors in YJS329. Cells were cultured in YPD for 18 h and then collected. Measurement of the trehalose, glucose-6-phosphate dehydrogenase (G6PD), glutathione (GSH), superoxide dismutase (SOD), catalase (CAT), ergosterol, hydroxymethylfurfural (HMF) reductase, palmitic acid (C16:0), palmitoleic acid (C16:1), oleic acids (C18:1), and linoleic acid (C18:2) content was then performed. The values are expressed as log2 ratios (YJS329/BYZ1) that represent the mean of three independent cultured samples (bars indicate SD). (**C**) Ploidy determination of YJS329 by flow cytometry. The stationary-phase cells of yeast strain BYZ1 (orange), YJS329 (green), and a triploid strain ZTW3 (violet) were fixed with 70% ethanol and stained with propidium iodide. DNA content corresponds to the intensity of red fluorescence. (**D**) Sporulation efficiency of YJS329. Cells were precultured in YPD and sporulated in sporulation medium. Asci were stained with fluorescein diacetate and then imaged with a confocal laser scanning microscope.

We compared YJS329 and BYZ1 using some of the main anti-stress indicators, including trehalose accumulation, antioxidation factors, HMF reductase, and membrane compositions. YJS329 accumulated 1.29-fold ((*t* test, *P* <0.05) more intracellular trehalose, a nonspecific protectant that can maintain the function of macromolecules and membrane integrity under multiple stresses (Figure 1B) [22]. Consistent with its better menadione tolerance, YJS329 showed 1.32-fold (*t* test, *P* <0.05) higher glutathione content and 5-fold (*t* test, *P* <0.001) catalase (CAT) activity than BYZ1. In yeast cells, glutathione and CAT are important for the elimination of the reactive oxygen species that are caused by oxidizing agents or by other stresses [23]. HMF is formed as a result of hexose degradation during the process of lignocellulosic hydrolysis [24]. The chemical toxicity of HMF can be reduced by HMF reductase which converts the aldehyde functional group into an alcohol group in yeast cells [24,25]. Compared to BYZ1, the higher intracellular HMF reductase activity (*t* test, *P* <0.05; Figure 1B) of YJS329 might partly contribute to its increased resistance to HMF. The results in Figure 1B show that, of the various membrane compounds, more ergosterol, palmitoleic acid (C_16:1_), oleic acid (C_18:1_), and linoleic acid (C_18:2_) were detected in YJS329 (*t* test, *P* < 0.05). These findings indicated that there was significant variation in cellular components and physiological state between the YJS329 and BYZ1 strains.

### Genome structure of YJS329

The DNA content of YJS329 was less than that of a triploid strain ZTW3 but close to that of BYZ1 (Figure 1C). After being grown in sporulation medium for 3–5 days, YJS329 showed an overall sporulation efficiency of 92%, producing mostly asci with two or three ascospores (Figure 1D). The pulse-field gel electrophoresis (PFGE) results revealed that YJS329 and BYZ1 differed distinctly in the length of their chromosomes; the exceptions were chromosomes 9, 10 and 14 (Figure 2A). The karyotype of YJS329 is more regular than the karyotypes of some other industrial strains [1,20], because the two homologs of each of the YJS329 chromosomes were the same length. The array-comparative genomic hybridization revealed that there were no big chromosomal aberrations in the genome of YJS329. The regions of the chromosomes that were underrepresented in the YJS329 genome (the green regions in Figure 2B) compared with in BYZ1 contain 267 ORFs (Figure 2C and Additional file 2). Most of these ORFs are located near the telomeres, long terminal repeat retrotransposons, or on tandemly repeated arrays. The regions of the chromosomes that were amplified in YJS329 relative to BYZ1 are shown in red in Figure 2B. Expressed products were identified for up to 50% of the ORFs in the amplified segments (Figure 2D and Additional file 2). The expressed genes include three hexose transport genes (*HXT8*, *HXT9*, and *HXT11*), four genes involved in maltose metabolism (*MAL12*, *MAL31*, *MAL32*. and *MAL33*), and four alpha-glucosidase genes (*IMA25*). The region of chromosome 4 that was amplified in BYZ1 (shown in purple in Figure 2B) led to the size differences between the homologs of chromosome 4 in this strain (Figure 2A). The RT-qPCR results confirmed that this amplification was present in the parent strain BY4742 before the generation of BYZ1 in the present work (See Additional file 3). This rearrangement was apparently Ty-derived as this region is flanked by the Ty elements YDR180W-A and YDRCTy1-3. Although the laboratory strains BY4741 and BY4742 have been used extensively in genetic research, this amplification has not been reported until now.

**Figure 2:**
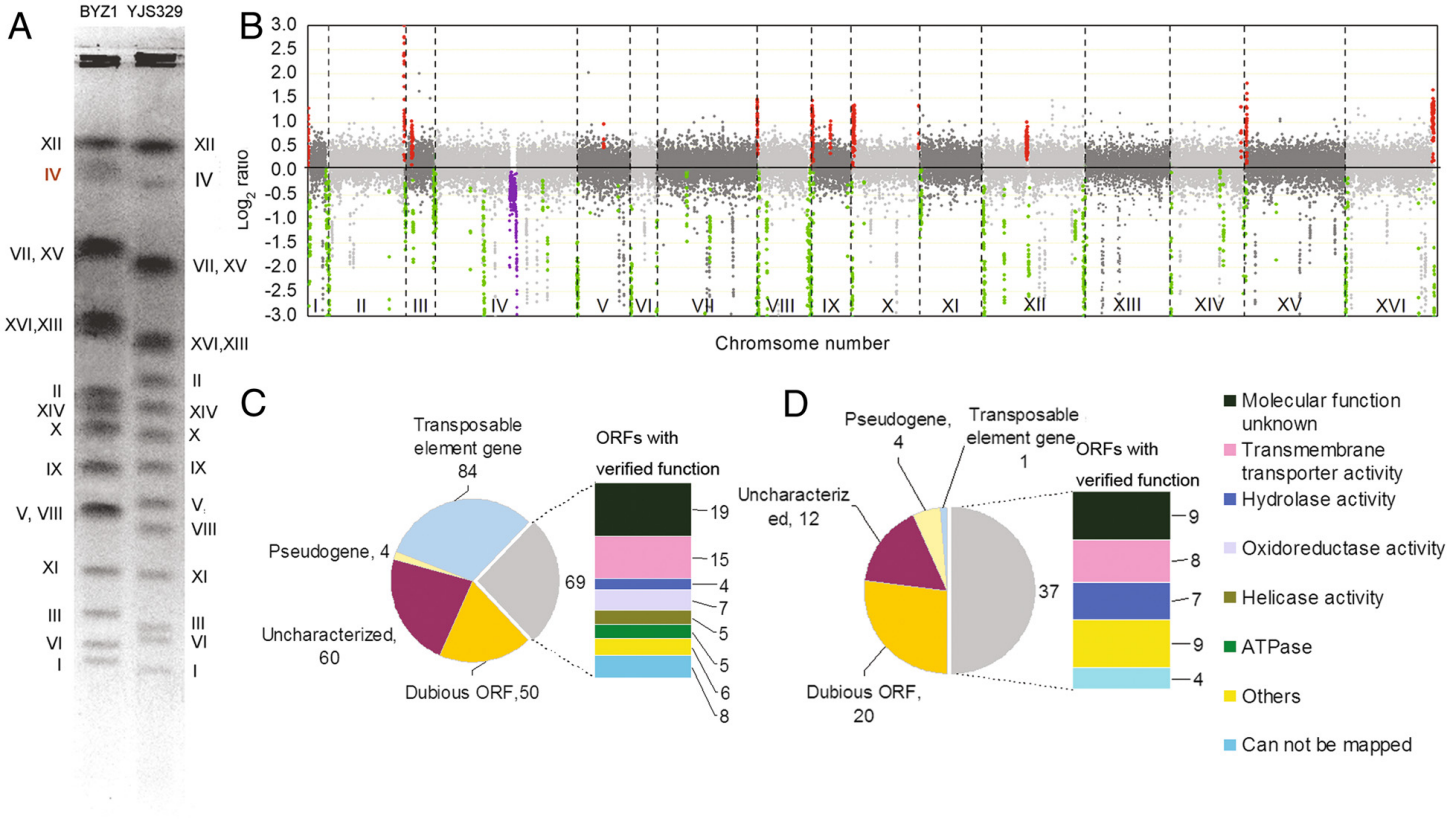
**Genome structure analysis of YJS329.** (**A**) Pulse-field gel electrophoresis of the BYZ1 and YJS329 chromosomes. (**B**) Comparison of the genome structures of BYZ1 and YJS329 by array-comparative genomic hybridization. Amplified regions and underrepresented regions in YJS329 are shown in red and green, respectively. The violet region represents the amplified regions of chromosome 4 in BYZ1. (**C**) Functional classification of the lost genes in YJS329. (**D**) Functional classification of the amplified genes in YJS329.

### Whole genome sequencing of YJS329

To investigate the genetic traits of YJS329, we isolated the haploid strain YJSH1 which, under certain conditions, is indistinguishable in ethanol yields from its parent strain YJS329 (See Additional file 4), for whole genome sequencing (See Additional file 5).

#### SNPs

We identified 64,998 SNPs within the aligned regions of the YJSH1 and S288c genomes (the location of the SNPs and their annotations are listed in Additional file 6). The average SNP density was 5.73 per kilobase throughout the genome but the density was not constant across individual chromosomes (Additional file 5 and Figure 3A). A total of 39,098 SNPs were found in the ORFs and 38.7% of them resulted in non-synonymous mutations. We observed that genes (e.g. *HXT6*, *HXT7*, and *ARO3*) with redundant functions tended to accumulate more SNPs, which was consistent with their lower hybridization signals in the array-comparative genomic hybridization. Using the number of SNPs separating any two isolates as an estimation of their relatedness, we constructed a neighbor-joining tree that represented the genetic distances among 16 yeast strains. The tree shows that the bioethanol strains JAY291 and YJS329 displayed the closest evolutionary relatedness to the wine and sake strains, respectively (Figure 3B).

**Figure 3:**
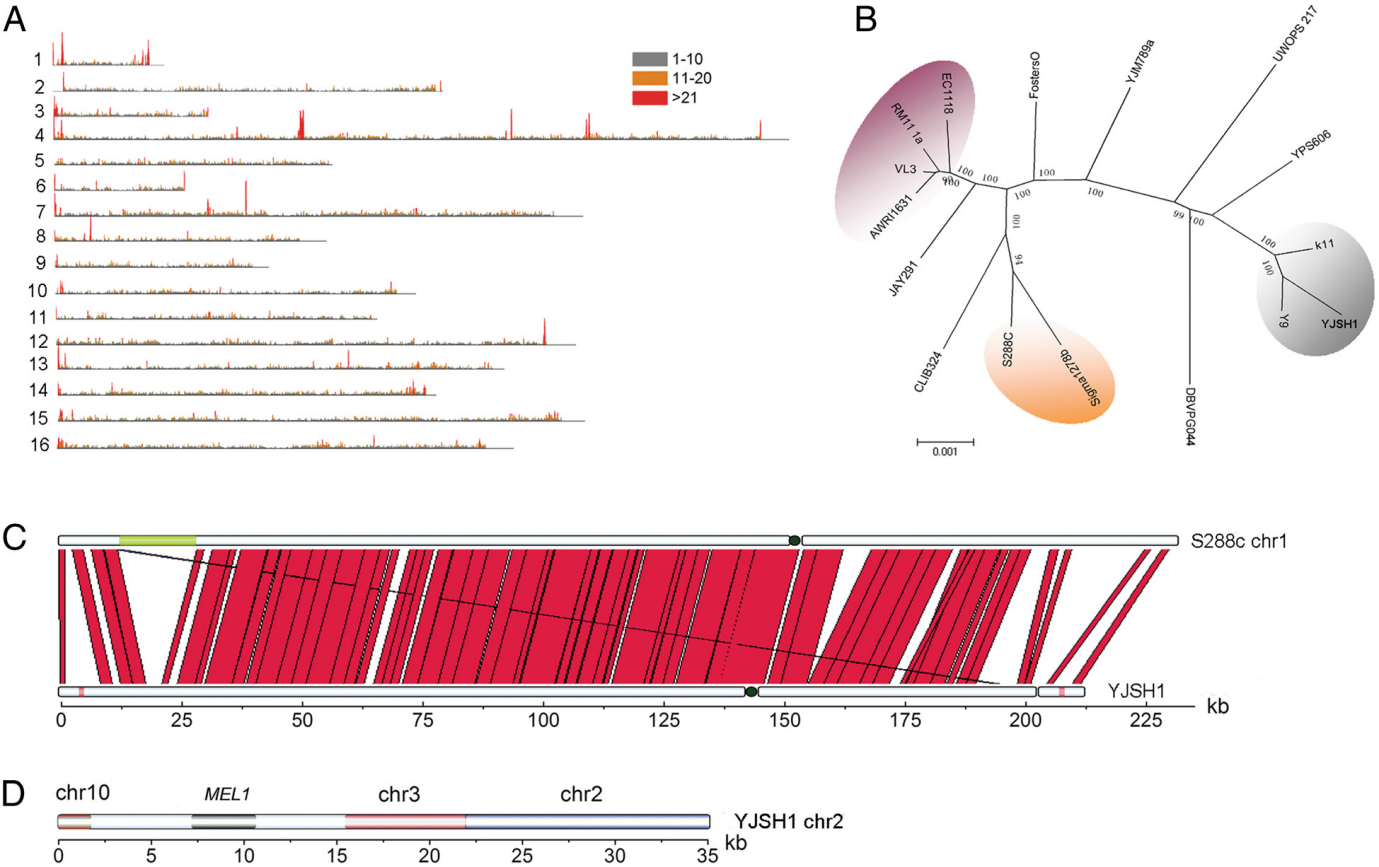
**Genome variation and genetic distance revealed by whole-genome sequencing.** (**A**) The distribution and density of SNPs in the YJSH1 genome within a sliding window of 1,000 bp. (**B**) A neighbor-joining tree representing the genetic distances between strains calculated from the total number of SNPs present in whole-genome alignments. The wine strains group is shown in plum, the laboratory strains in orange, and the sake strains in gray. (**C**) Chromosomal rearrangement events on chromosome 1 of the YJS329 genome. The full-length chromosome 1 sequences were aligned using the Artemis Comparative Tool (13). Sequences with >85% similarity are connected by red lines and sequences with <85% similarity or with no similarity are indicated by the white gaps. The green box indicates the largest indel on chromosome 1 of YJS329 and the red boxes indicate the novel ORFs *EPH1* (left) and *BIO6* (right). (**D**) From left to right, the sequence at the 5’ end of chromosome 2 in YJS329 was similar to regions of the sequences from chromosome 10 of S288c, gene *MEL1,* and chromosome 3 of S288c.

#### Indels

Based on the consensus YJSH1 genomic sequence, 412,794 bp that were absent in YJSH1 were identified in the S288c genome and 174,269 bp that were absent in S288c were identified in the YJSH1 genome (the location of the indels and their annotations were listed in Additional file 6). This analysis confirmed that some of the underrepresented regions in YJS329 genome (Figure 2B) were sequences that either were lost in this industrial strain or acquired in S288c. For example, the YJS329 genome had only one copy of *CUP1* and *ENA1*, and none of the *ASP3* genes found in S288c. We also identified 21 Ty elements in the YJS329 assembly (9 Ty1, 6 Ty2, 4 Ty3, 1 Ty4, and 1 Ty5), whereas 50 Ty elements have been identified in the S288c genome. The amplification of the Ty3 elements was consistent with the results of comparative genome hybridization for YJS329 (See Additional file 2).

#### ORFs

A total of 5,602 ORFs (common to S288c and excluding dubious ORFs) were predicted for the nuclear genome of YJS329 (the location of the ORFs and their annotations were listed in Additional file 7). Predictions indicated that 142 ORFs had in-frame stop codons, 129 ORF were affected by frame shifts, and 27 ORFs had lost start or stop codons because of the presence of SNPs or indels. For example, the *HO* gene of YJS329 had both an in-frame termination (the C at 238 bp was changed to T) and frame shift (the C at 413 bp was missing) (verified by PCR using YJS329 DNA as the template) that explained the heterothallic life cycle of YJS329. In addition, the YJS329 genome has some ORF sequences that were not present in S288c (Additional file 7); however, nearly all of these ORFs could be found in the genomes of other *S. cerevisiae* strains. One such example is the ORF *EPH1* that encodes the epoxide hydrolase (E.C. 3.3.2.3) that catalyzes the hydration of chemically reactive epoxides to their corresponding dihydrodiol products. A recent study suggested that *EPH1* in the *S. cerevisiae* genome was the result of an introgression event from S. *paradoxus* and the *S. paradoxus EPH1* gene may itself be a result of horizontal transfer from bacteria [26].

#### Structural variations

Compared to the strictly diploid *S. cerevisiae* S288c, many industrial yeast strains display chromosomal copy number variations (CNVs). Whole-chromosome amplifications had been observed in the AWRI796, VL3, FostersO and FostersB strains [20]. Although no large chromosomal aneuploidy or length polymorphisms were observed in the genome of YJSH1, some chromosomal rearrangement events in the YJSH1 genome were observed. The largest indel in the YJS329 genome was the 12.5-kb deletion in chromosome 1 region (11,872–24,331 bp; Figure 3C). The 5’ end of chromosome 2 in YJS329 was apparently subjected to constant remodeling (verified by PCR using YJS329 DNA as the template). In this region two elements from the S288c genome, chromosome 10 (729,223–727,336 bp) and chromosome 3 (315506–307348 bp), and a region that is absent in S288c genome (a BLASTN search showed that this region contained a *MEL1* gene that has been found in *S. carlsbergensis* and in other *S. cerevisiae* strains), were found in YJSH1 (1–23,308 bp; Figure 3D).

### Comparison of BYZ1 and YJS329 transcription using RNA-Seq

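BYZ1 is a diploid laboratory strain derived from S288c. It carries deletions of *HIS3*, *LEU2* and *URA3* on both homologs, and of *LYS2* and *MET15* on a single homolog. These genes of histidine, leucine, uracil, lysine and methionine synthesis serve here as a check of the strain label. *URA3* had no uniquely mapped read in the BYZ1 library, which allows an RPKM of up to 0.796 (3 reads). *LEU2* had 1 read over a coding length of 1095 bp. *HIS3*, of which the deletion allele keeps part of the coding sequence, had 156 reads that covered 67.4% of its coding length. *LYS2* had 451 reads, and *MET15*, listed under its other name *MET17*, had 145. The cells were grown in YPD and harvested in early stationary phase at 18 h, and the paper states that the RNA of each sample came from 3 cultures. The paper gives the medium as 10 g/L yeast extract, 20 g/L peptone and 20 g/L glucose, and the sample labels of BYZ1 give 1, 2 and 2 g/L. Poly(A) RNA was sequenced on an Illumina HiSeq instrument. The authors removed reads with adapters and reads in which more than 50% of the bases had a quality of 5 or less, aligned the rest to the S288c or YJSH1 genes with SOAPAligner, and counted the uniquely mapped reads of each gene. The deposited table of BYZ1 holds 4687047 such reads over 5671 genes, with the coding length of each and its RPKM, the paper's unit of expression, which was computed on the total of uniquely mapped gene reads. Coordinates from this table are those of the build that the submitters' processing notes name, sacCer2. BYZ1 has 1 library, so no value has a replicate error, and no test between strains was made. Each RPKM is given where needed with the exact Poisson 95% interval of its reads, and each ratio with an exact binomial 95% interval. Both cover counting error only. PCR copies of a molecule cannot be told from separate molecules, so the intervals can be too narrow even for that error. The YJS329 library was not analysed here. Its reads and RPKM are the paper's, from Additional file 9, of which the first 1289 of 2334 rows were used: all 901 rows listed as up in YJS329 (888 of them with a gene symbol), and the first 388 rows listed as down, which end at a log2 ratio of -1.02. A gene outside these rows has no YJS329 value here, and may still be in the rows not used. Genes with a near-identical copy, such as *HXT6* and *HXT7* or *SSA1* and *SSA2*, lose the reads that map to both copies, so their values are uncertain.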

To investigate transcription differences at single-nucleotide resolution between BYZ1 and YJS329, poly(A)-enriched mRNAs from BYZ1 and YJS329 were used for high-throughput Illumina sequencing. Overall, 90.9% of the reads mapped to unique genomic regions; 81% mapped to known reference genes when 2-bp mismatches were allowed (Additional file 8). 

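In BYZ1, 5671 genes had at least 1 uniquely mapped read and 4901 had an RPKM of 10 or more. The median gene had 230 reads and an RPKM of 37.2. The gene counts of the deposited BYZ1 table sum to 4687047, which equals the number of unique gene matches that Additional file 8 gives for this strain and is 80.6% of its 5812819 reads of 49 bp. In the paper's counts for BYZ1, 5262880 reads (90.5%) mapped to a unique place in the genome. A further 286870 reads (5.77% of the 4973917 reads mapped to genes) matched genes at several positions, and these are left out of the gene counts, which lowers the values of duplicated genes and of Ty ORFs.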

Compared to BYZ1, 888 of the YJS329 genes were up-regulated and 1,433 were down-regulated (*P* <0.001; Additional file 9). 

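The BYZ1 library was led by genes of the cell wall, of glycolysis and of the stress response. *SED1*, which encodes a cell wall glycoprotein of stationary phase, had the highest RPKM, at 34592, and took 3.52% of all gene reads (164889 reads). *HSP12* and *HSP26*, which encode small heat-shock proteins, had an RPKM of 22693 and 17553. The glycolytic genes *TDH3* and *FBA1* had an RPKM of 21277 and 12249, and *ADH2*, the alcohol dehydrogenase that oxidizes ethanol, had 15126. The cell wall genes *TIP1* (11070) and *CCW12* (9981) and the ribosome-associated *TMA10* (9227) completed the 10 highest, together with *TAR1*, at 21698. *TAR1* lies opposite the 25S rRNA gene, and the counts carry no strand, so its reads cannot be told from rRNA. The 10 genes took 12.6% of the gene reads. Of the 1289 rows of the paper's Additional file 9 used here, 1272 name a gene of the BYZ1 table, and the BYZ1 read count was equal in all 1272. The other 17 are listed in the paper with 0 BYZ1 reads. The 884 genes that the paper lists as up in YJS329 and that had BYZ1 reads had a median RPKM of 54.9 in BYZ1, and 74 of them were under 10.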

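Of 122 genes of the BYZ1 table that this table annotates with an oxidoreductase function, 33 are listed by the paper as up in YJS329 and 12 are in the rows listed as down that were used here. The BYZ1 RPKM of these 33 ran from 23.0 to 2821, with a median of 155. Those named next were chosen after their values were seen, from the larger ratios in the group. *HMG1*, the main HMG-CoA reductase of sterol synthesis, had an RPKM of 61.4 in BYZ1 and the paper's YJS329 RPKM is 275, a ratio of 4.48 (4.17 to 4.82). *HMX1*, a heme oxygenase, was at 33.5 in BYZ1 and at 145 in YJS329 by the paper (ratio 4.33, 3.62 to 5.20). The enoyl reductase gene *TSC13*, which acts in fatty acid elongation, gave a ratio of 2.76 (2.40 to 3.18) and the formate dehydrogenase gene *FDH1* a ratio of 2.09 (1.96 to 2.23). The group also holds *LYS2*, for which the paper's YJS329 RPKM is 58.5. *LYS2* is deleted on 1 homolog of BYZ1. Of 80 genes annotated with a peptidase function, 25 are listed as up and 2 are in the rows used of those listed as down. The 25 had BYZ1 values from 7.82 to 2031. The largest ratio of this group was that of the aminopeptidase gene *AAP1*, which had 21.7 in BYZ1 and 60.1 in YJS329 by the paper (2.78, 2.41 to 3.21), and the next largest, *ARX1*, was at 1.77 (1.44 to 2.20).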

The functions of the up-regulated genes mainly fell within the oxidoreductase, peptidase activity and transporter-related processes categories (Additional file 10). For example, *SFA1* which is involved in the detoxification of formaldehyde and long-chain and complex alcohols formation [24,27] displayed more than a 15-fold increase in mRNA abundance in YJS329. 

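*SFA1* encodes the bifunctional alcohol and formaldehyde dehydrogenase. It lies on the plus strand of chromosome 4 from 159605 to 160765 (sacCer2) and had 715 reads in BYZ1, an RPKM of 131 (122 to 141). Reads covered 98.8% of its coding length. The paper's values for YJS329 are 11239 reads and an RPKM of 1998. The ratio of YJS329 to BYZ1 was 15.2 (14.1 to 16.4), a log2 ratio of 3.93.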

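Of 139 genes of the BYZ1 table annotated with a transporter function, 46 are listed as up in YJS329 and 12 are in the rows listed as down that were used here. The median BYZ1 RPKM of the 46 was 50.6, and they ran from 2.13 to 3354. The 18 genes of hexose transport in the BYZ1 table had a median of 7.19, and the paper lists 6 of them as up, with 2 in the rows listed as down. Those named next were chosen after their values were seen, by the size of their ratio and leaving out *CTR3*. The glucose transporter gene *HXT4* had 17 reads in BYZ1 (RPKM 2.16) against the paper's 1362 reads in YJS329 (RPKM 167), a ratio of 77.5 (48.2 to 133). *HXT7*, a high-affinity glucose transporter gene, had 43 reads in BYZ1 against the paper's 722 (ratio 16.2, 11.9 to 22.6), but most of its sequence is shared with *HXT6*. The maltose permease gene *MAL31* was at 25.8 in BYZ1 and at 161 in YJS329 by the paper. The paper's array hybridization places *MAL31*, and *HXT9* given below, in segments amplified in YJS329, so their gene dose differs as well. *HVG1*, a homolog of a nucleotide sugar transporter gene, was at 19.3 in BYZ1 and at 113 in YJS329 by the paper. YER039C-A, an uncharacterized gene beside it, had 15 reads in BYZ1 and a ratio of 5.09 (2.91 to 9.53). The hexose transporter gene *HXT9* had 17 reads over 26.9% of its coding length and a ratio of 4.61 (2.71 to 8.29), and *HNM1*, the choline transporter gene, a ratio of 4.35 (3.73 to 5.10).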

The fair number of the up-expressed genes involved in transport processes in the YJS329 sample suggested that this strain might have higher adaptability to multiple nutrition shortages than BYZ1. The down-regulated genes were mainly involved in the functional categories of DNA/protein binding, ribosome biogenesis, and structural molecules (Additional file 10).

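Transcripts of ribosomal proteins were abundant in BYZ1, and those of ribosome assembly factors were not. The 138 genes of cytosolic ribosomal proteins had a median RPKM of 301 and took 2.43% of all gene reads, with 135 of the 138 above the median of all genes. The genes named here were chosen after their values were seen. *RPS26A* had the highest value in this group, 1303. Of these genes, 14 are among the rows listed by the paper as down in YJS329, and 2 are listed as up. *RPL1A* had an RPKM of 118 in BYZ1 and 30.6 in YJS329 by the paper, a ratio of 0.260 (0.205 to 0.326). *RPL15B* was at 81.9 against the paper's 26.5, and *RPL34A* at 353 against the paper's 134. The ratios of the 14 genes lay between 0.260 and 0.493. The upper end is set by the rows used, which stop at a log2 ratio of -1.02, so smaller decreases are not seen here. Many of these genes have a near-identical copy, so the values of single members are uncertain. The 49 ribosome biogenesis genes, which make and assemble the ribosomal subunits, had a median RPKM of 28.2 in BYZ1 and took 0.264% of the reads. Of these 49, the paper lists 13 as up in YJS329, and none is in the rows listed as down that were used here. All rows listed as up were used, but only part of those listed as down. These counts therefore cannot be set against each other, nor against the paper's statement on this category.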

Among these differentially expressed genes, we focused specifically on the transcriptional activity of the genes that are closely related to the anti-stress factors. Consistent with the analyses at the physiological and biochemical levels, the genes in ergosterol and fatty acid biosynthesis, and the genes encoding catalases were highly expressed but to different degrees in YJS329 (Additional file 11). 

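Genes of ergosterol synthesis were expressed well above the typical gene in BYZ1 already. The 23 genes of this pathway had a median RPKM of 113 in BYZ1, and 21 of them were above the median of all genes. The paper lists 20 of the 23 as up in YJS329. *ERG9*, which encodes squalene synthase, had an RPKM of 168 (158 to 179) in BYZ1 and 312 in YJS329 by the paper, a ratio of 1.86 (1.72 to 2.00). *ERG24*, a sterol reductase gene, had a ratio of 1.81 (1.63 to 2.01), and *ERG10*, the acetoacetyl-CoA thiolase gene at the start of the pathway, a ratio of 1.66 (1.56 to 1.77). *ERG8* and *ERG1* were at 1.48 and 1.46, and *ERG27*, *ERG12* and *ERG3* were between 1.21 and 1.30, all with intervals above 1. *ERG6* and *ERG20* had an RPKM of 248 and 365 in BYZ1, and the paper's log2 ratios of YJS329 to BYZ1 are -0.58 and -0.43. The 12 genes of fatty acid synthesis had a median RPKM of 182 in BYZ1, and the paper lists 8 as up in YJS329. The peroxisomal catalase gene *CTA1* was at 965 in BYZ1 and 1136 in YJS329 by the paper, a ratio of 1.18 (1.14 to 1.22). All these ratios rest on the totals behind each RPKM. The YJS329 values rest on a total of 4846293 reads, as computed from the printed reads and RPKM, where Additional file 8 gives 4772290 for that strain. With the latter each ratio would be 1.55% higher. This covers the read total only. A scale set on all genes needs the whole YJS329 library, which was not analysed here, so ratios near 1 are less sure than their intervals.

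**Figure D1:**
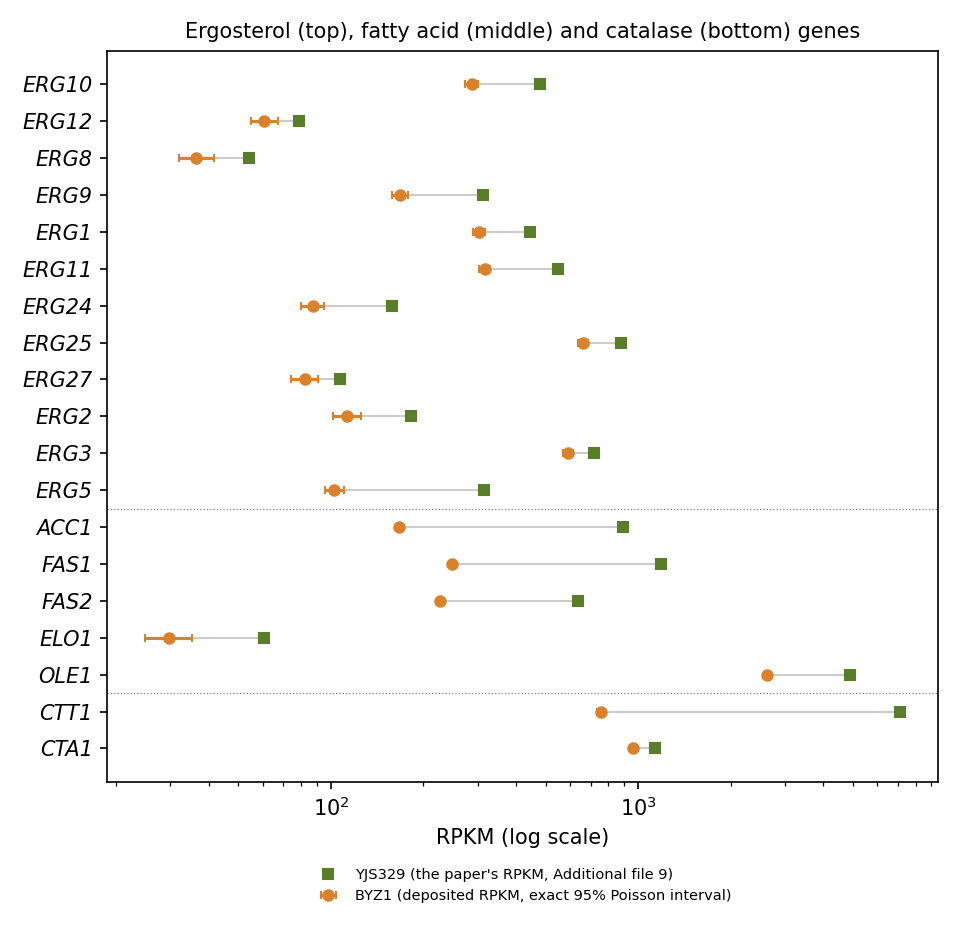
RPKM on a log axis of 12 genes of ergosterol synthesis, 5 of fatty acid synthesis and 2 catalase genes. Circles are the deposited BYZ1 values with exact Poisson 95% intervals (counting error only), squares are the paper's YJS329 values, and a grey line joins the 2 values of a gene. Only genes that the paper lists as up are drawn, so every square lies to the right of its circle by this choice. *ERG6* and *ERG20*, lower in YJS329 by the paper, are not drawn. The gap is widest for *CTT1* and narrowest for *CTA1*.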

We also found five transcription factors (*HAP1*, *MSN2/4*, *ARR1*, and *HSF1*) which are known to be major regulators that control critical cellular processes and response to environmental conditions [12,13,16], that displayed significantly different expression patterns in the two strains (Additional file 10). 

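The general stress factors *MSN4* and *MSN2* had an RPKM of 46.1 (41.7 to 50.8) and 36.2 (32.6 to 40.2) in BYZ1. Both are higher in YJS329 by the paper, at 120 and 62.1, which gives a ratio of 2.60 (2.32 to 2.92) for *MSN4* and 1.72 (1.51 to 1.96) for *MSN2*. *ARR1*, the factor of arsenic resistance, was at 43.4 in BYZ1 and at 87.9 in YJS329 by the paper (ratio 2.03, 1.69 to 2.43). The paper's *ARR1* primers also served to check copy number, and its array hybridization lists *ARR3* as over-represented in YJS329. Whether the gene dose of *ARR1* differs was not examined here. *HSF1*, the heat-shock factor, was expressed more strongly than these in BYZ1, with 1258 reads and an RPKM of 107 (101 to 113). The paper's log2 ratio of YJS329 to BYZ1 for *HSF1* is -0.61. The 4 genes lie on chromosome 11 from 322872 to 324764 (*MSN4*), chromosome 13 from 344402 to 346516 (*MSN2*), chromosome 16 from 938144 to 939028 (*ARR1*) and chromosome 7 from 368756 to 371257 (*HSF1*) in sacCer2.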

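The cytosolic catalase gene *CTT1* had 5983 reads in BYZ1, an RPKM of 756 (737 to 775), and the paper gives 58146 reads and an RPKM of 7104 in YJS329. Its ratio of 9.40 (9.15 to 9.65) was the largest among the stress genes of Additional file 11. *OLE1*, the delta-9 desaturase that makes oleic acid, was among the strongest genes in BYZ1, at 2618, and had a ratio of 1.87 (1.83 to 1.90). *ELO1*, an elongase gene, was at 29.7 in BYZ1 and at 60.4 in YJS329 by the paper (2.03, 1.64 to 2.52). In trehalose metabolism, *TPS2*, the trehalose phosphatase gene, was at 238 in BYZ1 and at 438 in YJS329 by the paper (1.84, 1.76 to 1.92). *TSL1*, a regulatory subunit, was at 420 and 518 (1.23, 1.19 to 1.27), and the trehalase gene *NTH2* had a ratio of 1.17 (1.07 to 1.27). *TPS1*, the trehalose phosphate synthase gene, had the highest BYZ1 value of the 10 trehalose genes, 792, and the paper's log2 ratio for it is -0.15. The median of the 10 genes in BYZ1 was 292.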

Transcription regulation network analyses (Additional file 10) revealed that a large proportion of the up-regulated genes (*TPS2* and *TSL1* in trehalose metabolism, *OLE1* and *ELO1* in oleic acid biosynthesis, and the catalase coding gene *CTT1*) was regulated by the Msn2/4p transcription factor, whose expression is itself dependent on or induced by other transcription factors (such as Hap1p) [12]. Although the zinc-finger transcription factor *HAP1* has a larger number of reads per kilobase of exon region per million mapped reads (RPKM) in BYZ1, the Hap1 protein is inactivated by a Ty1 insertion in the carboxy terminus [28]. 

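*HAP1*, the heme-dependent activator of sterol and respiratory genes, had 4538 reads in BYZ1, an RPKM of 215 (209 to 221). Reads covered 99.5% of its listed coding length of 4509 bp. The paper's log2 ratio of YJS329 to BYZ1 is -0.66. In the S288c reference R64, *HAP1* lies on chromosome 12 from 646415 to 650923, and the full-length Ty1 element YLRWTy1-3 lies from 650824 to 656743 on the same strand. The last 100 bp of the annotated *HAP1* ORF are therefore inside the element, and the ORF as listed ends in Ty1 sequence. The Ty1 ORF next to it, YLR256W-A, chosen after its value was seen, had 9 unique reads in BYZ1, over 5.14% of its coding length.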

The absence of this interrupting Ty1 element in the YJS329 protein may explain why the *HAP1*-regulated genes involved in the synthesis of fatty acids and ergosterol, such as *FAS1*, *FAS2*, *ERG2*, *ERG5*, *ERG11*, and *ERG25*, were expressed at a higher level in this strain (*t* test, *P <*0.001). 

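*FAS1* and *FAS2*, which encode the subunits of fatty acid synthase, had an RPKM of 248 (243 to 254) and 227 (221 to 232) in BYZ1. The paper's YJS329 values are 1184 and 636, so the ratio of YJS329 to BYZ1 was 4.77 (4.65 to 4.89) for *FAS1* and 2.81 (2.72 to 2.89) for *FAS2*. Of the sterol genes *ERG2*, *ERG5*, *ERG11* and *ERG25*, the C-22 desaturase gene *ERG5* had the largest ratio, at 103 in BYZ1 and 316 in YJS329 by the paper (3.08, 2.84 to 3.34). *ERG11*, the lanosterol demethylase gene that azole drugs target, was at 316 in BYZ1 and at 549 in YJS329 by the paper (1.74, 1.65 to 1.83). *ERG2*, the sterol isomerase gene, had 355 reads in BYZ1 and the paper's 591 in YJS329 (1.61, 1.41 to 1.84). The smallest difference of these 4 was that of *ERG25*, a methyl oxidase gene, at 661 and 877 (1.33, 1.27 to 1.39). The intervals cover counting error and do not stand in for a test over cultures.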

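The 39 genes of heat-shock proteins and co-chaperones listed for this work took 4.89% of all BYZ1 gene reads, with a median RPKM of 349, and 34 were above the median of all genes. Of their 228994 reads, *HSP26* held 53066 and *HSP12* 35100, and the lowest member, *SNO4*, had an RPKM of 2.39. The paper lists 4 of the 39 as up in YJS329 (*SSB2*, *HSP31*, *CDC37* and *SNO4*, named after their values were seen), and 19 are in the rows listed as down. Of the 16 heat-shock genes drawn in Additional file 10, 8 are in the rows that the paper lists as down in YJS329, and none is listed as up. *HSP26*, a small heat-shock protein gene, had the paper's 3158 reads in YJS329, a ratio of YJS329 to BYZ1 of 0.0576 (0.0555 to 0.0597). *HSP30*, a membrane heat-shock protein gene, was at 645 in BYZ1 and at 147 in YJS329 by the paper (0.229, 0.210 to 0.248). The Hsp110 gene *SSE1* was at 373 against the paper's 95.9 (0.257, 0.239 to 0.276). The co-chaperone genes *STI1* and *YDJ1* had ratios of 0.325 and 0.303, and *SSA4*, *SSA2* and *HSP10* had 0.354, 0.413 and 0.437. *SSA2* shares most of its sequence with *SSA1*, and unique reads covered 52.7% of it. *HSP104*, *SSA3* and *SSC1* were at 1026, 1671 and 472 in BYZ1 and have no YJS329 value here. *ZIM17*, a zinc finger protein gene of mitochondrial protein import, was lower than these in BYZ1, with 119 reads and an RPKM of 48.4 (40.1 to 57.9).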

Except for *ZIM17*, most of the genes that code for heat-shock proteins and the transcription factor Hsf1p showed less mRNA expression activity in YJS329 compared to BYZ1 (Additional file 10). An in-vitro experiment showed that the efficiency of the HSF1-promoter in YJS329 was 16% lower than in BYZ1 (*t* test, *P* <0.05; Additional file 12). Compared to BYZ1, a SNP in the *HSF1* promoter in YJS329 resulted in the loss of the Hsf1p binding motif which may be important for the variations in *HSF1* expression (Figure 4A). Furthermore, three amino acid substitutions in the functional domains of Hsf1p may impede its interaction with the promoters of heat shock proteins; however, this supposition needs further experimental verification.

**Figure 4:**
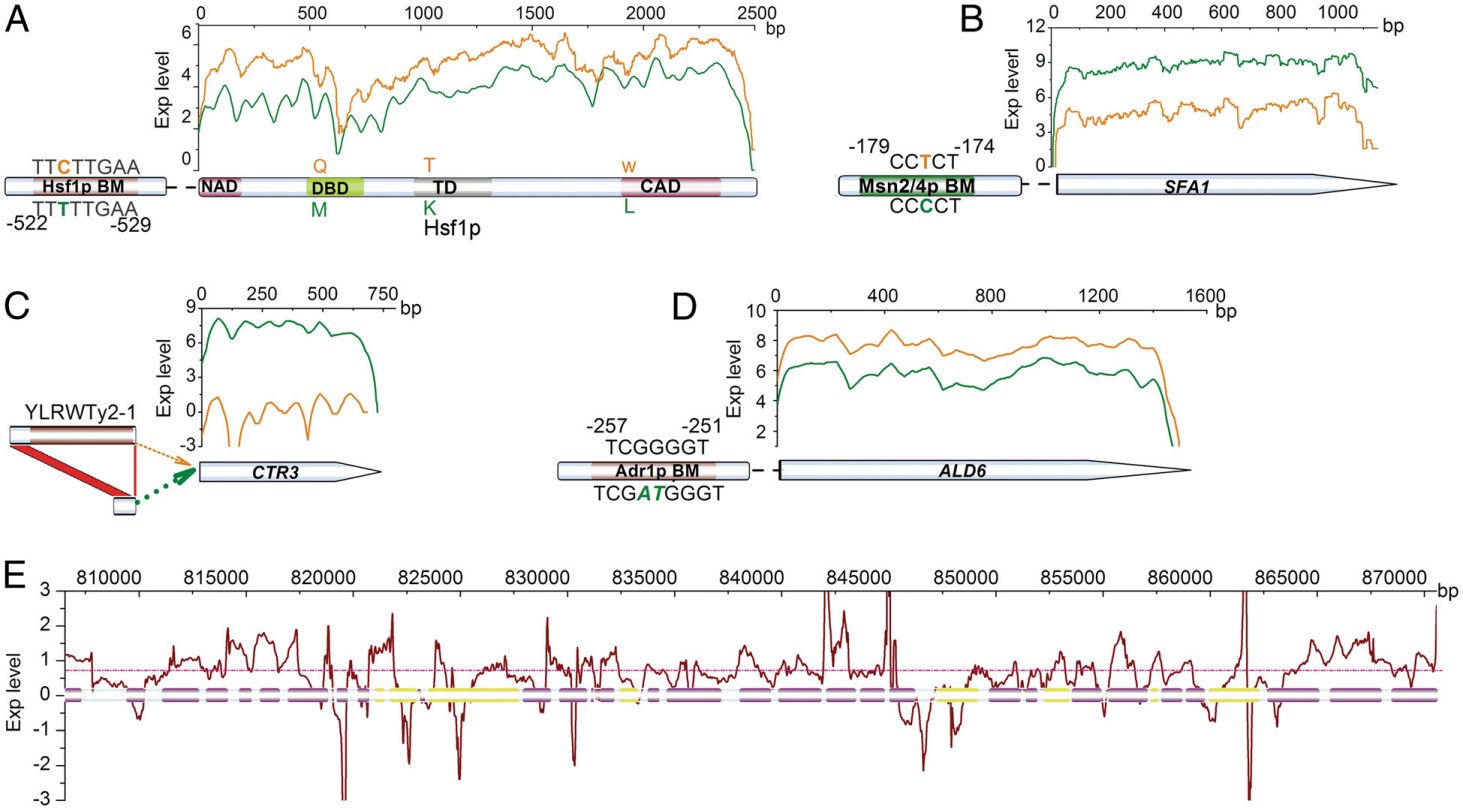
**The effects of genomic variations on the transcriptional differences between BYZ1 (orange) and YJS329 (green).** (**A**) Comparison of expression levels of *HSF1* in BYZ1 and YJS329 within a sliding window of 50 bp. The N-terminal activation domain (NAD), DNA-binding domain (DBD), trimerization domain (TD), and C-terminal activation domain (CAD) of the Hsf1p [33] are highlighted by colored boxes. The orange letters represent the corresponding amino acids in BYZ1; the olive letters represent those in YJS329. (**B**) Comparison of the promoter and the expression levels of the *SFA1* gene in BYZ1 and YJS329. The green box in the *SFA1* promoter represents the Msn2/4p binding motif in YJS329. (**C**) The insertion of a Ty2 element into the *CTR3* promoter greatly decreased the expression of the *CTR3* gene in BYZ1 (sliding window of 50 bp). (**D**) The down-regulation of *ALD6* in YJS329 might be caused by the loss of the Adr1p binding motif in the promoter (sliding window of 50 bp). (**E**) The relative expression level of the amplified region located on chromosome 4 of BYZ1, represented by the log2 ratio (BYZ1/YJS329), within a sliding window of 100 bp. The red dotted line indicates the mean value of the relative expression level. The up-regulated genes in the amplified region are indicated by violet boxes (*P* < 0.001); the genes that were not differentially expressed in this region are indicated by yellow boxes (*P* > 0.001).

As well as the destruction of binding motifs in transcription factors, SNPs can also create new binding motifs. The Msn2/4p and Cat8p binding sites in the promoter of *SFA1* from YJS329 are examples of new motifs that may strengthen the expression of the *SFA1* gene (Figure 4B and Additional file 12) which plays a role in the detoxification of furan derivatives [24]. 

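The letters that Figure 4B shows for BYZ1 at the Msn2/4p site of the *SFA1* promoter are CCTCT. In the S288c reference R64, from which BYZ1 derives, this sequence occurs 1 time within 600 bp upstream of *SFA1* on the plus strand, the only strand searched. It lies on chromosome 4 from 159426 to 159430, 178 to 174 bp upstream of the start codon, in the intergenic sequence GGTCTTTTTACCTCTGTAAGTTACG. The coding sequence follows from 159604 to 160764 in R64. The deposited BYZ1 counts cover genes only, so they do not show the promoter sequence of the sequenced strain.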

Indels were also important contributors to transcription differentiation among the two strains. An obvious example in BYZ1 is the interruption of *CTR3* (which encodes a high-affinity copper transporter responsible for copper uptake when environmental copper is low [29]) by the insertion of a Ty2 element [30]. This insertion might explain the much lower expression activity of *CTR3* in BYZ1 compared to YJS329 (Figure 4C). 

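*CTR3* was nearly silent in BYZ1. It had 17 reads over 67.4% of its coding length of 726 bp, an RPKM of 5.00 (2.91 to 8.00). The paper's YJS329 values are 2205 reads and an RPKM of 627, which gives a ratio of 125 (78.2 to 216), the largest of the genes that the paper names for this comparison. The other high-affinity copper transporter gene, *CTR1*, which was chosen after its values were seen, was at 92.3 in BYZ1 and at 218 in YJS329 by the paper (2.36, 2.13 to 2.62). In R64, *CTR3* lies on the plus strand of chromosome 12 from 947253 to 947978. The full-length Ty2 element YLRWTy2-1, of 5959 bp, lies from 941192 to 947150 and leaves 102 bp between its end and the *CTR3* start codon.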

Further, small indels in the trans-elements can directly modify mRNA expression and phenotypic traits in different strains. 

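*ALD6* encodes the cytosolic aldehyde dehydrogenase that makes acetate. It had 6276 reads in BYZ1, an RPKM of 891 (869 to 913), and the paper gives 1774 reads and an RPKM of 244 in YJS329. The ratio of YJS329 to BYZ1 was 0.273 (0.259 to 0.288). The mitochondrial acetaldehyde dehydrogenase gene *ALD4*, chosen after its value was seen, was higher in BYZ1, at 5365, and is not in the rows used for YJS329. In the reference R64, the letters that Figure 4D shows for BYZ1, TCGGGGT, occur 1 time within 600 bp upstream of *ALD6* on the plus strand, the only strand searched. They lie on chromosome 16 from 432331 to 432337, 257 to 251 bp upstream of the start codon, in the intergenic sequence CGTAATAAATTCGGGGTGAGGGGGATT. *ADR1*, which encodes the factor named for this site, had an RPKM of 127 in BYZ1.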

The down-regulated expression of *ALD6* in YJS329 (whether grown in YPD medium or under fermentation conditions and verified by RT-qPCR; *t* test, *P* <0.001), a major gene in acetic-acid formation, probably resulted partly from the insertion of two bases in the Adr1p binding motif in the *ALD6* promoter (Figure 4D and Additional file 12). In BYZ1, when the two copies of *ALD6* were deleted, the strain produced 56% less acetic acid and 17% more glycerol under the normal fermentation conditions (Additional file 13). This result indicated that the lower expression of *ALD6* in YJS329 could be one of the causes of the different patterns of by-product (acetic acid and glycerol) production in YJS329 and BYZ1. Chromosomal aneuploidy accompanied by CNVs in large DNA regions is a ubiquitous phenomenon in yeast populations [20,31]. As indicated in Figure 4E, the expression levels of regions with CNVs apparently dependent on gene dosage. The average read depth of the amplified region on chromosome 4 of BYZ1 was 1.59 times that in YJS329, close to the increased DNA dosage.

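The region that array comparative genome hybridization found over-represented in BYZ1 lies on chromosome 4 from 805669 to 871958 and holds 44 ORFs in Additional file 2, with a log2 ratio of YJS329 to BYZ1 of -0.44 by the paper. Of these, 37 had reads in BYZ1, 31281 reads in all. The most abundant were *SDH4*, a subunit of succinate dehydrogenase, at 1927, and *HSP42*, a small heat-shock protein gene, at 1325. The median RPKM of the region was 53.6, against 47.3 for the 37 ORFs within 50 kb on either side and 37.2 for all genes, and 22 of the 37 region ORFs were above the median of those neighbors. The neighbors include the Ty ORFs YDR170W-A, YDR210W-B and YDR210C-D (RPKM 4.35, 0.52 and 0.12), whose unique reads do not measure expression. Without them the gap to the region would be smaller, and fewer region ORFs would lie above the neighbors' median. In 1 strain alone, such medians rest on which genes lie there. Of the region's ORFs, 7 are in the rows that the paper lists as down in YJS329, and none is listed as up. *SDH4* and all of these 7 except *HSP42* are named after their values were seen. The 7 are *HSP42*, the transcription and chromatin genes *NGG1*, *UME6* and *HMO1*, the ubiquitin-conjugating enzyme gene *UBC1*, *HST4* and *UPS3*. By the paper's YJS329 values, the ratio of BYZ1 to YJS329 ran from 2.08 for *HMO1* to 3.47 for *HST4*, which had 47 reads in BYZ1 and the paper's 14 in YJS329. It was 2.18 for *HSP42* and 2.83 for *NGG1*. The rows used hold only genes lower by a log2 ratio of more than 1.02 in size, so these 7 are the extreme members of the region. From the mean read depth of the region, which it sets beside the increase in DNA dosage, the paper proposes that expression in such regions depends on gene dosage.

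**Figure D2:**
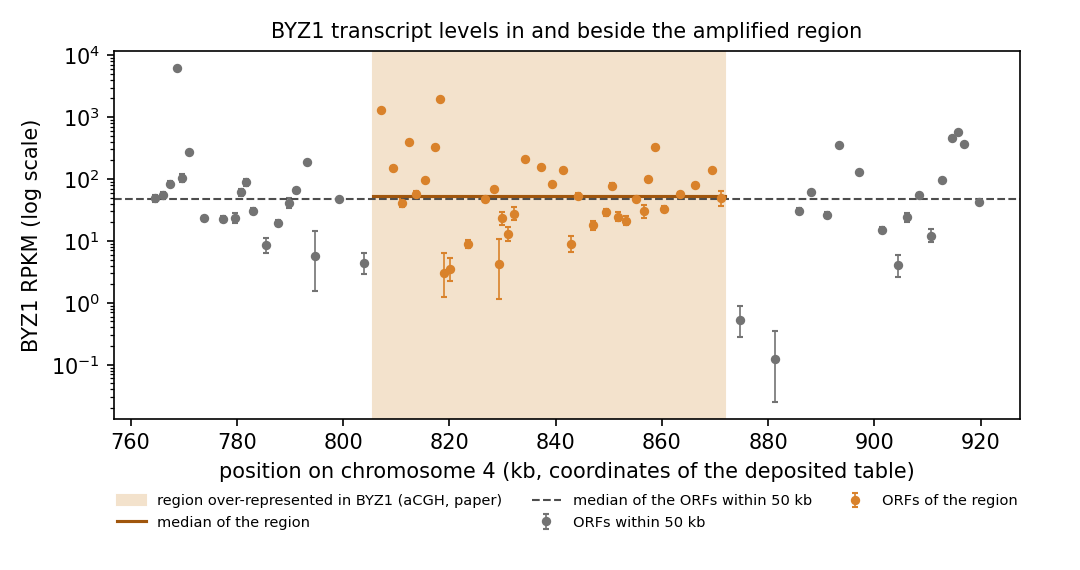
BYZ1 RPKM on a log axis of each ORF by its position on chromosome 4. Orange points are the 37 ORFs of the region, grey points are the 37 ORFs within 50 kb, bars are exact Poisson 95% intervals (counting error only), and lines mark the medians, 53.6 for the region and 47.3 for its neighbors. Both groups spread over several orders of magnitude. The grey points include the Ty ORFs YDR170W-A, YDR210W-B and YDR210C-D, which lower the median of the neighbors.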

Using RNA-Seq, we detected the expression of the unique ORFs at the whole-transcription-profile level. Among these ORFs (Annotation details are in Additional file 7), *MEL1* had the highest RPKM; others, such as *YJM-GNAT*[32], showed minimal expression. Additional file 13 shows the expression level and boundary of the predicted ORF *chr06.orf003*, which provides further evidence of the existence of this novel ORF which is absent in other *S. cerevisiae* strains. RT-qPCR analyses revealed that the expression of some unique ORFs depended on the growth phase and other conditions (Additional file 14). When grown in YPD medium, all five of the selected genes (especially *BIO6*) showed the highest expression at the exponential phase. The ORFs *YJS-HE* and *MEL1* were significantly up-regulated under ethanol fermentation, whereas the others were down regulated, indicating the different psychological roles of these unique genes.

### Genetic breeding strategies for YJS329

Hsf1p is a conserved transcription factor that regulates hundreds of targets in response to multiple stresses [33]. Optimized expression of Hsf1p is important for yeast cells because either the deletion or overexpression of this gene leads to growth arrest [15]. To evaluate whether the lower expression activity of Hsf1p and related heat shock proteins was be beneficial or detrimental to YJS329 under stress conditions, we expressed the *HSF1* gene from BYZ1 in YJS329 using a low-copy plasmid. This genetic manipulation enhanced the cell viability of YJS329 by 57% and 25% after heat or ethanol treatment (*t* test, *P* < 0.05; Figure 5A), respectively, indicating that the appropriate readjustment of the expression of important transcription factors can contribute to the adaptability of yeast strains.

**Figure 5:**
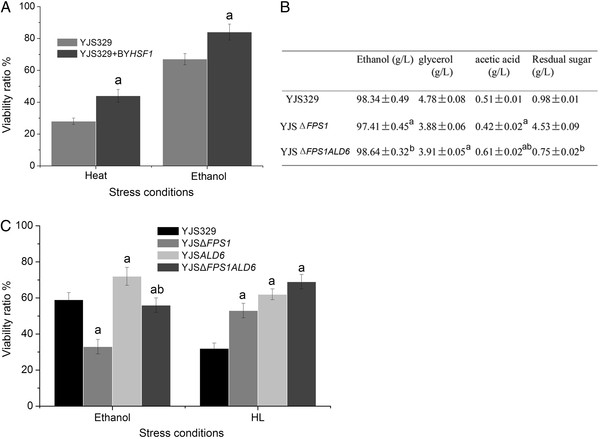
**Breeding strategies for YJS329.** (**A**) After heat and ethanol treatment, the moderate up-expression of *HSF1* in YJS329 improved its viability. Strains YJS329 and YJS329 + BY*HSF1* (the *HSF1* from BYZ1was expressed in YJS329) were pre-cultured in YPD medium and 1 mL cells (cell density was adjusted to OD_600_ = 1) were then subjected to either heat (55°C, 6 min) or ethanol (15% v/v in YPD liquid medium, 10 h) treatments. The “a” indicates a significant difference between YJS329 + BY*HSF1* and YJS329 (**B**) The impact of deletion of *FPS1* and overexpression of *ALD6* on the YJS329 fermentation process. The fermentation medium contained 220 g/L glucose, 10 g/L yeast extract, 20 g/L peptone. Data represent mean ± SD of three individual cultures. The “a” indicates a significant difference between YJS329Δ*FPS1* and YJS329; “b” indicates a significant difference between YJS329Δ*FPS1ALD6* and YJS329Δ*FPS1* using the *t* test at the 0.05 level. (**C**) Deletion of *FPS1* and overexpression of *ALD6* improved the viability ratio of after treatment with ethanol (15%, v/v) and lignocellulosic hydrolysate (LH, containing 4 g/L acetic acid, 1 g/L furfural, and 1 g/L 5-HMF, pH4.5) for 10 h. The “a” and “b” letters have the same meaning as in Figure 5B.

More glycerol might improve the taste of alcoholic beverages but is undesirable for bioethanol production. 

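*FPS1* encodes the glycerol channel of the plasma membrane. In the RNA-Seq data it had 1020 reads in BYZ1, an RPKM of 108 (102 to 115), and the paper gives 517 reads and an RPKM of 53.1 in YJS329, a ratio of YJS329 to BYZ1 of 0.490 (0.440 to 0.545). *FPS1* lies on the plus strand of chromosome 12 from 49937 to 51946 (sacCer2). The glycerol uptake gene *STL1*, chosen after its value was seen, had an RPKM of 114 in BYZ1. These cells were grown in YPD and not under the fermentation conditions of Figure 5B.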

When *FPS1* (involved in efflux of glycerol; this gene showed lower expression in YJS329 compared with BYZ1) was deleted in YJS329 to produce the YJSΔ*FPS1* strain, the production of glycerol and acetic acid decreased and the conversion rate of glucose to ethanol improved by 1% compared with YJS329; however, the final concentration of ethanol was slightly less than in YJS329 because of the higher residual sugar in YJSΔ*FPS1* (*t* test, *P* <0.05; Figure 5B). Inspired by the different regulatory roles of *ALD6* in YJS329 and BYZ1, we explored the possibility to further reduce the production of glycerol in YJSΔ*FPS1* by overexpression of *ALD6*. Beyond our expectation, strain YJSΔ*FPS1ALD6* produced similar amounts of glycerol but 1.3% more ethanol (*t* test, *P* <0.05) than YJSΔ*FPS1* as a result of consuming more sugar than YJSΔ*FPS1*. We found that the over-expression of *ALD6* could enhance the tolerance of ethanol in both YJS329 and YJSΔ*FPS1* (*t* test, *P* <0.05; Figure 5C), which may explain the higher fermentation ability of strain YJSΔ*FPS1ALD6*. In addition, the over-expression of *ALD6* and deletion of *FPS1* significantly improved the tolerance of lignocellulosic hydrolysate (LH, contains inhibitors acetic acid, furan, and 5-HMF) in YJS329 (*t* test, *P* <0.05; Figure 5C), suggesting that this strategy may be useful for breeding industrial yeast strains with the ability to increase ethanol production from lignocellulosic biomass.

## Discussion

The genomic structural analysis (DNA content, PFGE, and aCGH analysis) indicated that YJS329 retained a diploid karyotype and had much lower structural polymorphisms than the bioethanol strain JAY270 and some other industrial strains [1,20]. We also sequenced the genome of YJSH2 (a haploid spore derived from the same tetrad as YJSH1) using the Illumina paired-ends method. After mapping the reads of YJSH2 to the YJSH1 genome, we estimated that the YJS329 genome had about 0.6 SNP/kb between allelic regions in homologous chromosomes (unpublished data). These results indicated that the YJS329 strain was genetically very stable, a desirable phenotype for industry practice. Although S288c has been widely used in scientific research, because of the high number of Ty elements, its genome seems to be more plastic [31,34]. High expression activity of Ty elements in genes was confirmed in the S288c-derived strain BYZ1 as a result of a dose effect (Additional file 4). 

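Of the 84 Ty ORFs that Additional file 2 lists in regions under-represented in YJS329, 29 had uniquely mapped reads in BYZ1, 930 reads in all. Their median RPKM was 0.907, and none of the 29 was above the median of all genes. The ORFs named next were chosen after their values were seen. The highest was YNL284C-B, with 169 reads and an RPKM of 6.84, followed by YLR410W-B with 142 reads and YBL005W-B with 88. Reads covered 9.24% of the coding length of YNL284C-B and 5.04% of that of YLR410W-B. The paper lists 17 of the 29 among the rows that are down in YJS329, but the ORFs were taken from regions already under-represented in that strain. Ty copies are nearly identical, and a read that matches several copies is not counted, so these values cover the few unique stretches of each element and not its expression. The other 55 Ty ORFs have no row in the deposited BYZ1 table.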

The duplicated region on chromosome 4 in BYZ1 is probably the result of chromosomal translocations by ectopic recombination mediated by the flanking Ty elements. Strikingly, no dosage-compensation mechanisms acted to normalize the expression from each gene because the higher expression (1.59-fold) of this duplicated region almost matched the higher gene dose (1.5-fold). These results indicated that spontaneous Ty-driven rearrangements could be quite common and, if ignored, could easily lead to incorrect experimental results in genetic studies, especially for the S288c-derived strains.

Second-generation sequencing technology has proven to be an effective tool for the investigation of the genome sequences and structures of yeast strains and has provided many new insights into genome evolution and phenotypic effects [1,17,20,21,35,36]. The level of nucleotide polymorphisms between YJSH1 and S288c (0.57%) is very similar to the level separating S288c and AWRI1631 (wine strain), YJM789 (pathogenic strain), M22 (vineyard strain) or YPS163 (oak tree strain) [21,36], but, interestingly, YJSH1 was grouped closely with sake strains, consistent with their geographical distributions. To the best of our knowledge, YJS329 is the first bioethanol strain for which a high-quality assembled genome has been completed. The SNPs and indels that we have identified in the aligned regions of YJSH1 and S288c constitute the main genome mutations in these two strains. Mutation frequencies were found to be higher in the intergenic regions than in the coding regions, we found that up to 40% of the SNPs and 88% of the indels were located in intergenic sequences (accounting for about 27% of the genome). This pattern could arise from the sequence characteristics of intergenic regions (for example: the abundance of repeated sequences). However, we also observed a considerable number of mutations in the ORFs that play important roles in specified physiological activities. Remedying some of these mutations may improve the capabilities or change the specified phenotype of YJS329. A total of 11 ORFs were predicted in the YJS329 genome that are absent from the S288c genome. Remarkably, some of these ORFs may be very similar to those in other *Saccharomyces* species, including *S. paradoxus*, *S. carlsbergensis*, and *S. mikatae*. Therefore, during the evolution of the YJS329 genome, repeated yeast hybridization events that were followed by the gradual loss of one of the contributing genomes might have occurred. Undoubtedly, the genotypic characteristics of YJS329 that have been revealed in the present study will enrich the genetic resources of this species, which will be valuable for breeding strains with the desired phenotypes.

The recently developed RNA-Seq approach was used to explore the transcription profiles of the YJS329 and BYZ1 *S. cerevisiae* strains. Among the 2,611 differently expressed genes in these two strains, many were involved in the trehalose metabolism pathways, antioxidative factors, and membrane composition biosynthesis that are closely related to multiple stress-tolerance and fermentation characteristics. For example, consistent with the higher oleic acid content of membranes, the genes encoding the subunits of fatty acid synthetase (*FAS1* and *FAS2*), the acetyl-CoA carboxylase gene (*ACC1*), and the genes that function in fatty-acid desaturation and elongation (*ELO1* and *OLE1*) were considerably up-regulated in YJS329. 

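Genes of antioxidant defense were strongly expressed in BYZ1. The 28 genes listed for this work (catalases, superoxide dismutases, the glutathione and thioredoxin systems and NADPH supply) had a median RPKM of 428 and took 1.50% of all BYZ1 gene reads, and 27 of the 28 were above the median of all genes. The paper lists 7 of them as up in YJS329, and 3 are in the rows listed as down. The superoxide dismutase genes *SOD1* and *SOD2*, chosen after their values were seen, were at 3031 and 3063 in BYZ1. *SOD1* is at 3357 in YJS329 by the paper, a ratio of 1.11 (1.07 to 1.15), and *SOD2* is not in the rows used. Trehalose genes took 0.641% of the BYZ1 reads, and the paper lists 5 of the 10 as up in YJS329. Ergosterol and fatty acid genes took 0.511% and 0.919%.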

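*ACC1*, the acetyl-CoA carboxylase gene that starts fatty acid synthesis, had 5241 reads in BYZ1, an RPKM of 167 (162 to 171). The paper gives 28894 reads and an RPKM of 890 in YJS329, and the ratio of 5.33 (5.18 to 5.49) was the largest among the fatty acid genes that the paper names. Among fatty acid genes outside that group, *SUR4*, an elongase gene of very long chains, was at 15.0 in BYZ1 and at 36.0 in YJS329 by the paper (2.40, 1.82 to 3.19). The elongase gene *FEN1* and the mitochondrial acetyl-CoA carboxylase gene *HFA1* were at 29.8 and 20.0 in BYZ1 and are not in the rows used. These 3 genes were chosen after their values were seen.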

Our results indicated that most of the differences in the physiological factors were consistent with the mRNA transcription differences between these two strains. Transcription –regulatory network analyses revealed that the transcription factors Msn2/4p, Hap1p, Hsf1p, and Arr1p might give prominence to the differently expressed genes and phenotypic differences between the two strains. This result was consistent with the observation that the *trans* variation is more common in expression polymorphism in yeast [37-39]. In spite of this, the contributions of *cis* variations on the divergence of mRNA expression and physiological metabolism should not be neglected because our results confirmed that mutations in the promoters of some important transcription factors and genes could directly affect the efficiency of their promoter efficiency. Overall, the molecular mechanisms underlying the mRNA expression differences between YJS329 and BYZ1 might involve: (i) SNPs and indels in the cis-acting elements that affect the expression efficiency of the genes; (ii) the inactivation of transcription factors by SNPs or indels; and (iii) changes in gene copy number. Remarkably, the discrepancies between the transcriptional profile (for example, of Hap1p) and the phenotype in the two strains might reflect variations in the activities of homologous proteins or posttranscriptional regulation, which deserve further assessment. In addition, here, for the first time, the expression activities of some novel ORFs under different conditions have been determined. Our study shows that whole-genome sequencing combined with RNA-Seq is a powerful tool for linking genotypes and phenotypes in functional genomic studies.

## Conclusions

A thorough understanding of the genetic variations and how these variations contribute to phenotypic diversities is vital for the development of excellent yeasts for industrial applications. In this study, functional genomics has revealed the genetic characteristics of a bioethanol strain YJS329 and compared it to the laboratory strain BYZ1. From the results of this study, targeted genetic strategies for YJS329 could be constructed. These strategies might include the introduction of wild type genes to remedy deleterious mutations in some of the strains, a heightening of the effects of beneficial mutations by gene deletion or overexpression, and the expression of novel genes to obtain specified functions. We expect that functional genomics studies of industrial microorganisms, such as those reported here, will, in the future, provide more effective means of improving breeding strategies to obtain the desired production traits.

## Methods

### Yeast strains and culture conditions

The S288c-isogenic strain BYZ1 (*MATa/MATα his3*Δ*1/his3*Δ*1 leu2*Δ*0/leu2*Δ*0 lys2*Δ*0/+ met15*Δ*0/+ ura3*Δ*0/ura3*Δ*0*) was generated from a cross between BY4741 and BY4742 (gift from Oliver Valerius, University of Göttingen, Germany). The yeast strain YJS329 (CCTCC 2011275) was isolated from a soil sample and was used for bioethanol production in Henan Tianguan Group Co., Ltd., China. Strain ZTW3 is a triploid strain that is stored in our laboratory. The growth medium (YPD) contained 10 g/L yeast extract, 20 g/L peptone, and 20 g/L glucose and had a pH of 5.5.

### Fermentation test

The fermentation medium contained 10/L yeast extract, 20 g/L peptone, and 160 or 280 g/L glucose. Yeast cells were precultured in YPD for 20 h at 30°C and transferred to the fermentation medium with an initial OD_600_ of 1. Three fermentation conditions were used: (i) 160 g/L glucose at 30°C; (ii) 160 g/L glucose at 40°C; and (iii) 280 g/L glucose at 30°C. Glucose and ethanol were measured as previously described [3].

### Analyses of physiological and biochemical factors

Yeast cells were cultured in 25 mL YPD with an initial OD_600_ of 0.05 and then collected at the early stationary phase (18 h, most genes involved in the stress response are induced at this phase). Trehalose, catalase, superoxide dismutase, and ergosterol were measured as previously described [3]. Glutathione was measured using a Glutathione Assay Kit according to the manufacturer's instructions (Nanjing Jiancheng Bioengineering Institute, China). Fatty acid was extracted by the method of Hama et al. [40] and then analyzed with a FOCUS GC Gas Chromatograph [41].

### PFGE and Array-comparative genomic hybridization

Yeast chromosomes were prepared as described by Argueso et al. [42] and separated by PFGE as described previously [41].

Total genomic DNA from BYZ1 and YJS329 was isolated with the yeast DNA kit (OMEGA, GA, USA) and then sonicated. The shearing DNA (200–1000 bp) was labeled with Cy5/Cy3 and hybridized to *S. cerevisiae* CGH 385 K Whole-Genome Tiling Arrays (NimbleGen). Scanning was performed with the Axon GenePix 4000B Microarray Scanner (Axon, USA). Raw data were extracted as pair files using NimbleScan software. Log2-ratio data were calculated and normalized by spatial correction and qspline fit normalization. DNA segments that contained three or more continuous probes with CNVs (|Log2-ratio| ≥0.35) were considered over- or under-represented regions. The microarray data have been deposited in the NCBI Gene Expression Omnibus [GEO:GSE31872].

### Whole genome sequencing and data analysis

Strain YJS329 was previously cultured in sporulation medium for 5 days, and an ascus with four ascospores was dissected to obtain four haploid strains (named YJSH1-4). YJSH1 was chosen for genome sequencing. Whole genome sequencing was performed on the 454 Life Sciences Genome Sequencer FLX (Roche) platform according to the manufacturer’s standard recommended sample preparation procedures. A shotgun sequencing library was constructed and a total of 718,904 reads were generated. 98.01% of the reads were assembled into 314 contigs using the Newbler software with the default parameters (minimum overlap length 40, minimum overlap identity 90%). The assembled sequences were manually checked, and some of the gaps were closed by Sanger sequencing reactions (contigs were first mapped to the corresponding chromosome and the sequences in gaps were amplified by PCR) to build the scaffolds. The 16 nuclear YJSH1 chromosomes were covered by 16 scaffolds including 30 contigs (Additional file 5). The sequences of the final contigs and scaffolds have been deposited with DDBJ/EMBL/GenBank under the Whole Genome Shotgun project [GenBank:AGAW00000000]. The version of the sequences described here is the first version of the sequences [GenBank:AGAW01000000].

SNPs were detected using the public BLASTN software [43] after the YJSH1 contig sequences were aligned to the individual S288c chromosome sequences [32]. The BLASTN parameters were adjusted as match = 4, mismatch = −5, gapopen = 3, gapextend = 5. Indels between the YJSH1 scaffolds and S288c chromosomes were detected using BLAT [44] (with default parameter) to reveal the physical gaps. The sizes and types (deletion or insertion) of indels were identified using the block sizes, qstarts, and tstarts information in the BLAT results file. Potential ORFs were predicted in two steps: (i) direct mapping of S288c ORFs from the *Saccharomyces* genome database by BLAT with the match length >95%, and (ii) using the Glimmer software (with the default parameters) to predict the ORFs located in unaligned regions of the YJSH1 contigs and S288c chromosomes [45]. The predicted ORFs were annotated by searching for their homologs in the NCBI non-redundant protein database. To predict structural variations, the YJSH1 scaffolds were aligned to the S288c chromosomes using the Artemis Comparative Tool [46]. The YJSH1 sequences that could not be aligned to the S288c genome were then compared against the contigs in the Whole Genome Shotgun database using BLASTN. Finally, PCRs were used to verify the predicted structural variations.

### RNA-Seq

The total RNA of each sample (three individual cultures of yeast cells) was extracted by the hot phenol method (growth conditions and time of extraction were identical to those used in the physiological factor analysis). cDNA libraries were prepared using the methods described by Pan and co-workers [47]. The cDNA library products were sequenced on the Illumina HiSeq™ 2000. The raw Illumina sequencing data have been deposited in NCBI’s GEO database [GEO:GSE31601]. After removing reads containing sequencing adapters and reads of low quality (reads in which the percentage of low quality bases (quality value ≤5) was more than 50%), the remaining clear reads were aligned to the *S. cerevisiae* S288c or YJSH1 genes with SOAPAligner [48]. The expression level was normalized by reads per kilobase of exon region per million mapped reads (RPKM) [49]. Screening of differentially expressed genes and *P*-value calculations were performed using the method proposed by Audic and Claverie [50]. The accuracy of the RNA-Seq experiment was verified by RT-qPCR.

### RT-qPCR

RNA extraction and quantitative PCR were performed as described by Tao et al. [41]. The primers that were used for quantitative PCR are listed in Additional file 15.

### Promoter efficiency evaluation

The promoters of *HSF1* (826 bp), *SFA1* (1250 bp), and *ALD6* (1199 bp) from BYZ1 were cloned into Sac I and Xho I sites before the Cre gene of plasmid pSH47 [GenBank:AF298782.1]. Inverse PCR was used to introduce the sequence mutations of YJS329 shown in Figure 4. The efficiency of the promoters was evaluated by the expression activity (RT-qPCR) of the report gene Cre. The values were represented by the log2 ratio of YJS329/BYZ1. The primers that were used for promoter cloning and RT-qPCR are listed in Additional file 15.

### Genetic manipulation

The full-length *HSF1* ORF along with 807 bp of the sequence upstream of the ORF was cloned into the CEN6 plasmid, pGFP-ble (derived from pGFP-N-FUS; the *URA3* marker was replaced by *ble*^*r*^). Deletion of the two copies of *FPS1* in YJS329 was performed as previously described [51]. In all cases, homozygous gene deletions were confirmed by diagnostic PCR. Overexpression of *ALD6* was carried out by cloning the *ALD6* ORF plus 1,005 bp of upstream sequence and 407 bp of downstream sequence into plasmid pYZ, which is derived from pYES2 (Invitrogen) but with *ble*^*r*^ replacing the *URA3* marker.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ZDQ and WXC designed the study and drafted the manuscript. ZDQ, WPM and LYD carried out the genome sequencing and molecular genetic studies. LTZ, LP, CJ and ZYH participated in the design of the study and performed the physiological and chemical analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Comparison of fermentation rates (CO**_2_**production) of YJS329 (cycle) and BYZ1 (triangle).** Fermentations were performed under (A) regular, (B) heat, and (C) high-gravity conditions motioned in the section of Material and Methods. Click here for file

Additional file 2 Comparison of the regions with copy number variations (CNVs) between YJS329 and BYZ1. Click here for file

Additional file 3 **Verification of the amplification of the DNA region of chromosome 4 in BY4742 genome.** Two pairs of primers (sequences were showed in Additional file 15) specified to genes *HMO1* and *UME6* were designed to verify the copy number variations of the ~60 kb region of chromosome 4 in BY4741, YJS329, and BY4742 genomes by RT-qPCR. Click here for file

Additional file 4 **Comparison of ethanol yield of YJS329 and YJSH1.** Fermentations were performed under regular, high gravity, and heat conditions described in the Methods. Click here for file

Additional file 5 Status and distribution of polymorphisms in each of the YJS329 chromosomes. Click here for file

Additional file 6 Details of the sequence variations detected in the YJSH1 genome. Click here for file

Additional file 7 Details of the YJSH1gene annotations. Click here for file

Additional file 8 RNA-seq reads mapping to S288c genome and genes. Click here for file

Additional file 9 Differentially expressed genes of YJS329 and BYZ1 revealed by RNA-Seq. Click here for file

Additional file 10 **Functional classification and transcriptional-regulation analysis of genes expressed differently in BYZ1 and YJS329.** (A) GO functional enrichment analysis of genes expressed differently in BYZ1 and YJS329 (FDR < 0.05). Orange pillars represent the classification of up-regulated genes in YJS329, and olive pillars represent the down-regulated genes. (B) Regulation network analysis of some key trans-transcriptional factors and their target genes. These genes were grouped into five terms marked with different color borders, including trehalose metabolism (black), antioxidative factors (green), heat-shock proteins (red), and fatty-acid and ergosterol metabolism (blue). Regulation relationships are presented by the arrows linking the nodes. The genes up-regulated or down-regulated genes with respect to BYZ1 are shown in red and green, respectively, and the color gradient represents the extent of regulation. Click here for file

Additional file 11 Comparison of the expression levels of stress-related genes between BYZ1 and YJS329. Click here for file

Additional file 12 **The different efficiencies of the promoters of *HSF1, SFA1 *, and *ALD6 *between BYZ1 and YJS329.** The efficiency of the promoters was evaluated by the expression activity of report gene Cre. The values were represented by log2 ratio of YJS329/BYZ1. Error bars represent SD of three independent samples. Format: DOC. Click here for file

Additional file 13 **The effects of *ALD6 *deletion on metabolites yield of ethanol fermentation. ** Yeast cells were precultured in YPD overnight, and were then transferred to the fermentation medium (10/L yeast extract, 20 g/L peptone, and 160 g/L glucose) with the initial OD_600_ of 1. Fermentations were performed at 30°C for 55 h.) Click here for file

Additional file 14 **Verification of the transcription of some novel genes.** (A) The expression level and boundary of the novel ORF chr06.003. (B) Relative expression of five novel ORFs under different conditions. YJS329 was grown in YPD medium with initial OD600 of 0.05, and total RNA were then extracted at 7 h (exponential phase), 15 h (diauxic growth), and 25 h (stationary) for determination of the expression of these novel genes. "Fermentation" indicates the total RNA extracted at 20 h under ethanol-fermentation conditions (33°C) with corn mash as the feedstock (containing 270 g/L glucose.) Click here for file

Additional file 15 Primers used in this study. Click here for file

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 1 — Comparison of fermentation rates (CO2production) of YJS329 (cycle) and BYZ1 (triangle). Fermentations were performed under (A) regular, (B) heat, and (C) high-gravity conditions motioned in the section of Material and Methods.

**
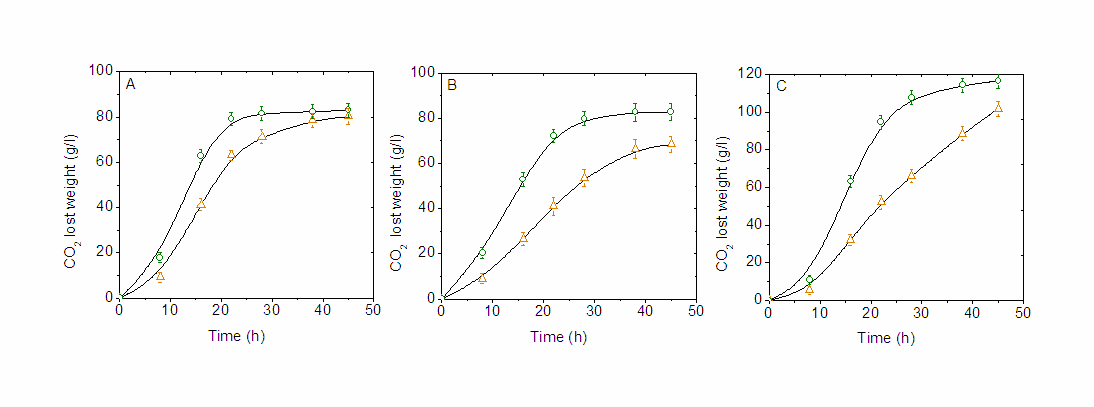
**

**Additional file 1**. Comparison of fermentation rates (CO2 production) of YJS329 (cycle) and BYZ1 (triangle). Fermentations were performed under (A) regular, (B) heat, and (C) high-gravity conditions motioned in the section of Material and Methods.

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 3 — Verification of the amplification of the DNA region of chromosome 4 in BY4742 genome. Two pairs of primers (sequences were showed in Additional file 15) specified to genes HMO1 and UME6 were designed to verify the copy number variations of the ~60 kb region of chromosome 4 in BY4741, YJS329, and BY4742 genomes by RT-qPCR.

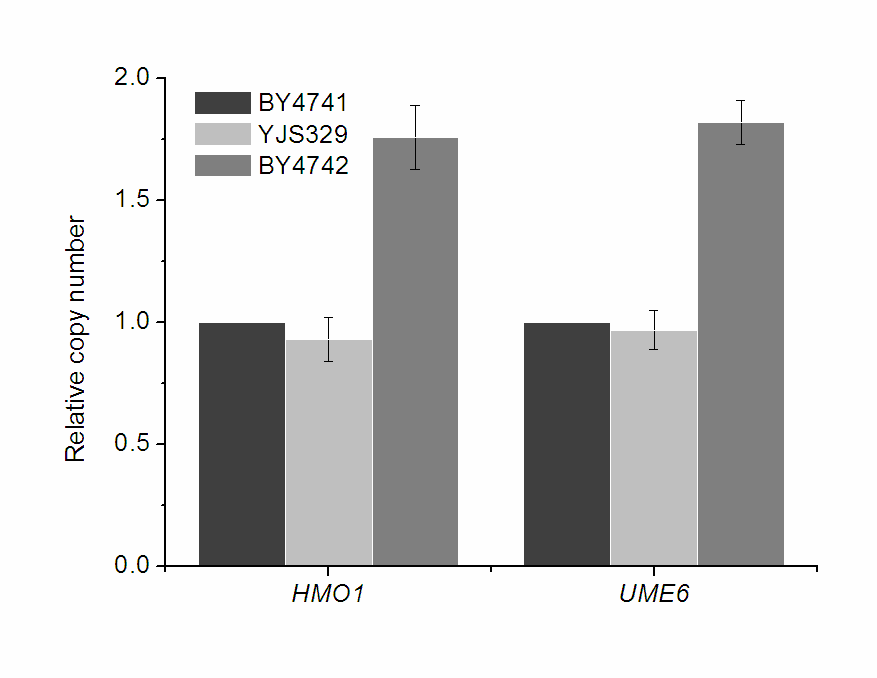

**Additional file 3.** Verification of the amplification of the DNA region of chromosome 4 in BY4742 genome. Two pairs of primers (sequences were showed in Additional file 15) specified to genes *HMO1* and *UME6* were designed to verify the copy number variations of the ~60kb region of chromosome 4 in BY4741, YJS329, and BY4742 genomes by RT-qPCR.

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 4 — Comparison of ethanol yield of YJS329 and YJSH1. Fermentations were performed under regular, high gravity, and heat conditions described in the Methods.

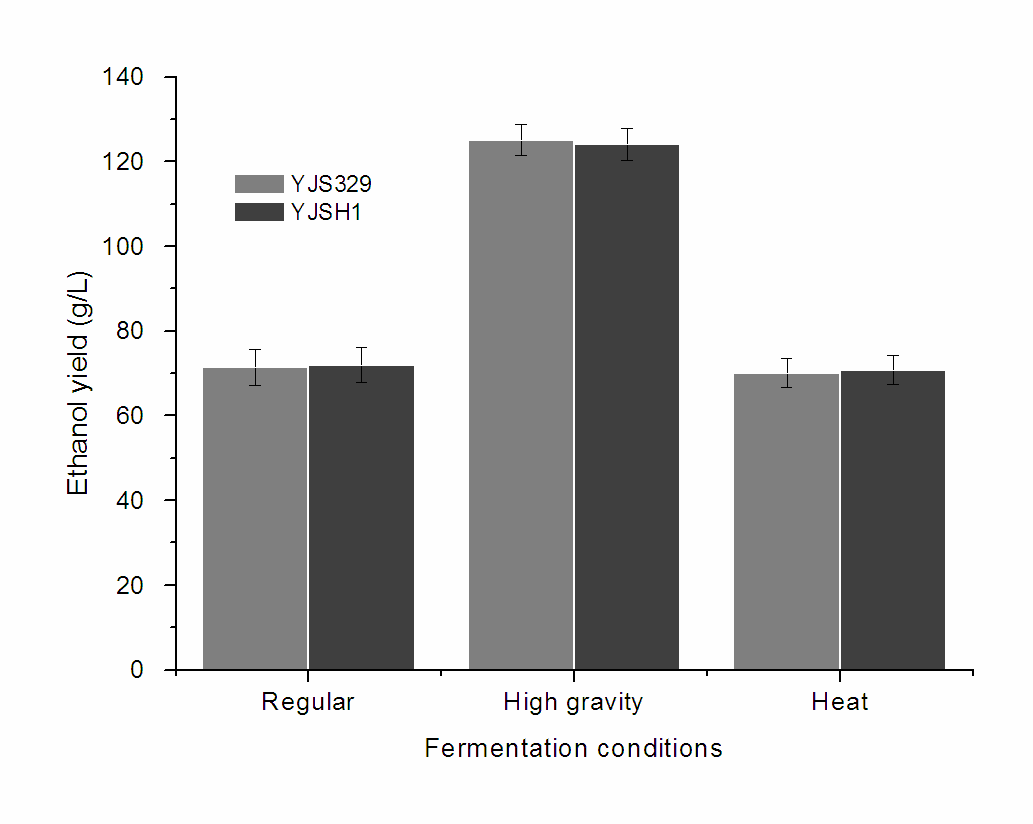

**Additional file 4.** Comparison of ethanol yield of YJS329 and YJSH1. Fermentations were performed under regular, high gravity, and heat conditions described in the Methods.

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 5 — Status and distribution of polymorphisms in each of the YJS329 chromosomes.

**Additional file 5.** Status and distribution of polymorphisms in each of the YJS329 chromosomes.

| Chr  number | Contigs | SNP | SNP/kb | Insert | Delete | Indels/kb |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | 3 | 1739 | 9.62 | 104 | 116 | 1.22 |
| 2 | 1 | 3073 | 3.97 | 158 | 198 | 0.46 |
| 3 | 1 | 2087 | 7.11 | 149 | 148 | 1.01 |
| 4 | 2 | 10154 | 6.96 | 453 | 498 | 0.65 |
| 5 | 3 | 3268 | 5.96 | 154 | 193 | 0.63 |
| 6 | 1 | 1303 | 5.25 | 85 | 105 | 0.77 |
| 7 | 2 | 6341 | 6.19 | 337 | 342 | 0.66 |
| 8 | 1 | 3065 | 6.13 | 144 | 174 | 0.64 |
| 9 | 2 | 2346 | 5.85 | 143 | 133 | 0.69 |
| 10 | 1 | 3276 | 4.69 | 166 | 198 | 0.52 |
| 11 | 3 | 3054 | 4.76 | 211 | 175 | 0.60 |
| 12 | 3 | 4870 | 4.86 | 265 | 303 | 0.57 |
| 13 | 3 | 4650 | 5.21 | 234 | 264 | 0.56 |
| 14 | 1 | 4729 | 6.31 | 241 | 257 | 0.66 |
| 15 | 2 | 5434 | 5.26 | 269 | 323 | 0.57 |
| 16 | 1 | 5609 | 9.62 | 266 | 287 | 0.62 |

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 8 — RNA-seq reads mapping to S288c genome and genes.

**Additional file 8** RNA-seq reads mapping to S288c genome and genes.

|  | Map to genome | |  | Map to gene | |
| --- | --- | --- | --- | --- | --- |
|  | BYZ1 | YJS329 |  | BYZ1 | YJS329 |
|  | reads number | reads number |  | reads number | reads number |
| Total Reads | 5812819 | 5868877 |  | 5812819 | 5868877 |
| Total Base Pairs | 284828131 | 287574973 |  | 284828131 | 287574973 |
| Total Mapped Reads | 5691370 | 5689582 |  | 4973917 | 4992813 |
| Perfect match | 5272140 | 4393732 |  | 4611578 | 3871478 |
| Mismatch | 419230 | 1295850 |  | 362339 | 1121335 |
| Unique match | 5262880 | 5359452 |  | 4687047 | 4772290 |
| Multi-position match | 428490 | 330130 |  | 286870 | 220523 |
| Total Unmapped Reads | 121449 | 179295 |  | 838902 | 876064 |

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 10 — Functional classification and transcriptional-regulation analysis of genes expressed differently in BYZ1 and YJS329. (A) GO functional enrichment analysis of genes expressed differently in BYZ1 and YJS329 (FDR < 0.05). Orange pillars represent the classification of up-regulated genes in YJS329, and olive pillars represent the down-regulated genes. (B) Regulation network analysis of some key trans-transcriptional factors and their target genes. These genes were grouped into five terms marked with different color borders, including trehalose metabolism (black), antioxidative factors (green), heat-shock proteins (red), and fatty-acid and ergosterol metabolism (blue). Regulation relationships are presented by the arrows linking the nodes. The genes up-regulated or down-regulated genes with respect to BYZ1 are shown in red and green, respectively, and the color gradient represents the extent of regulation.

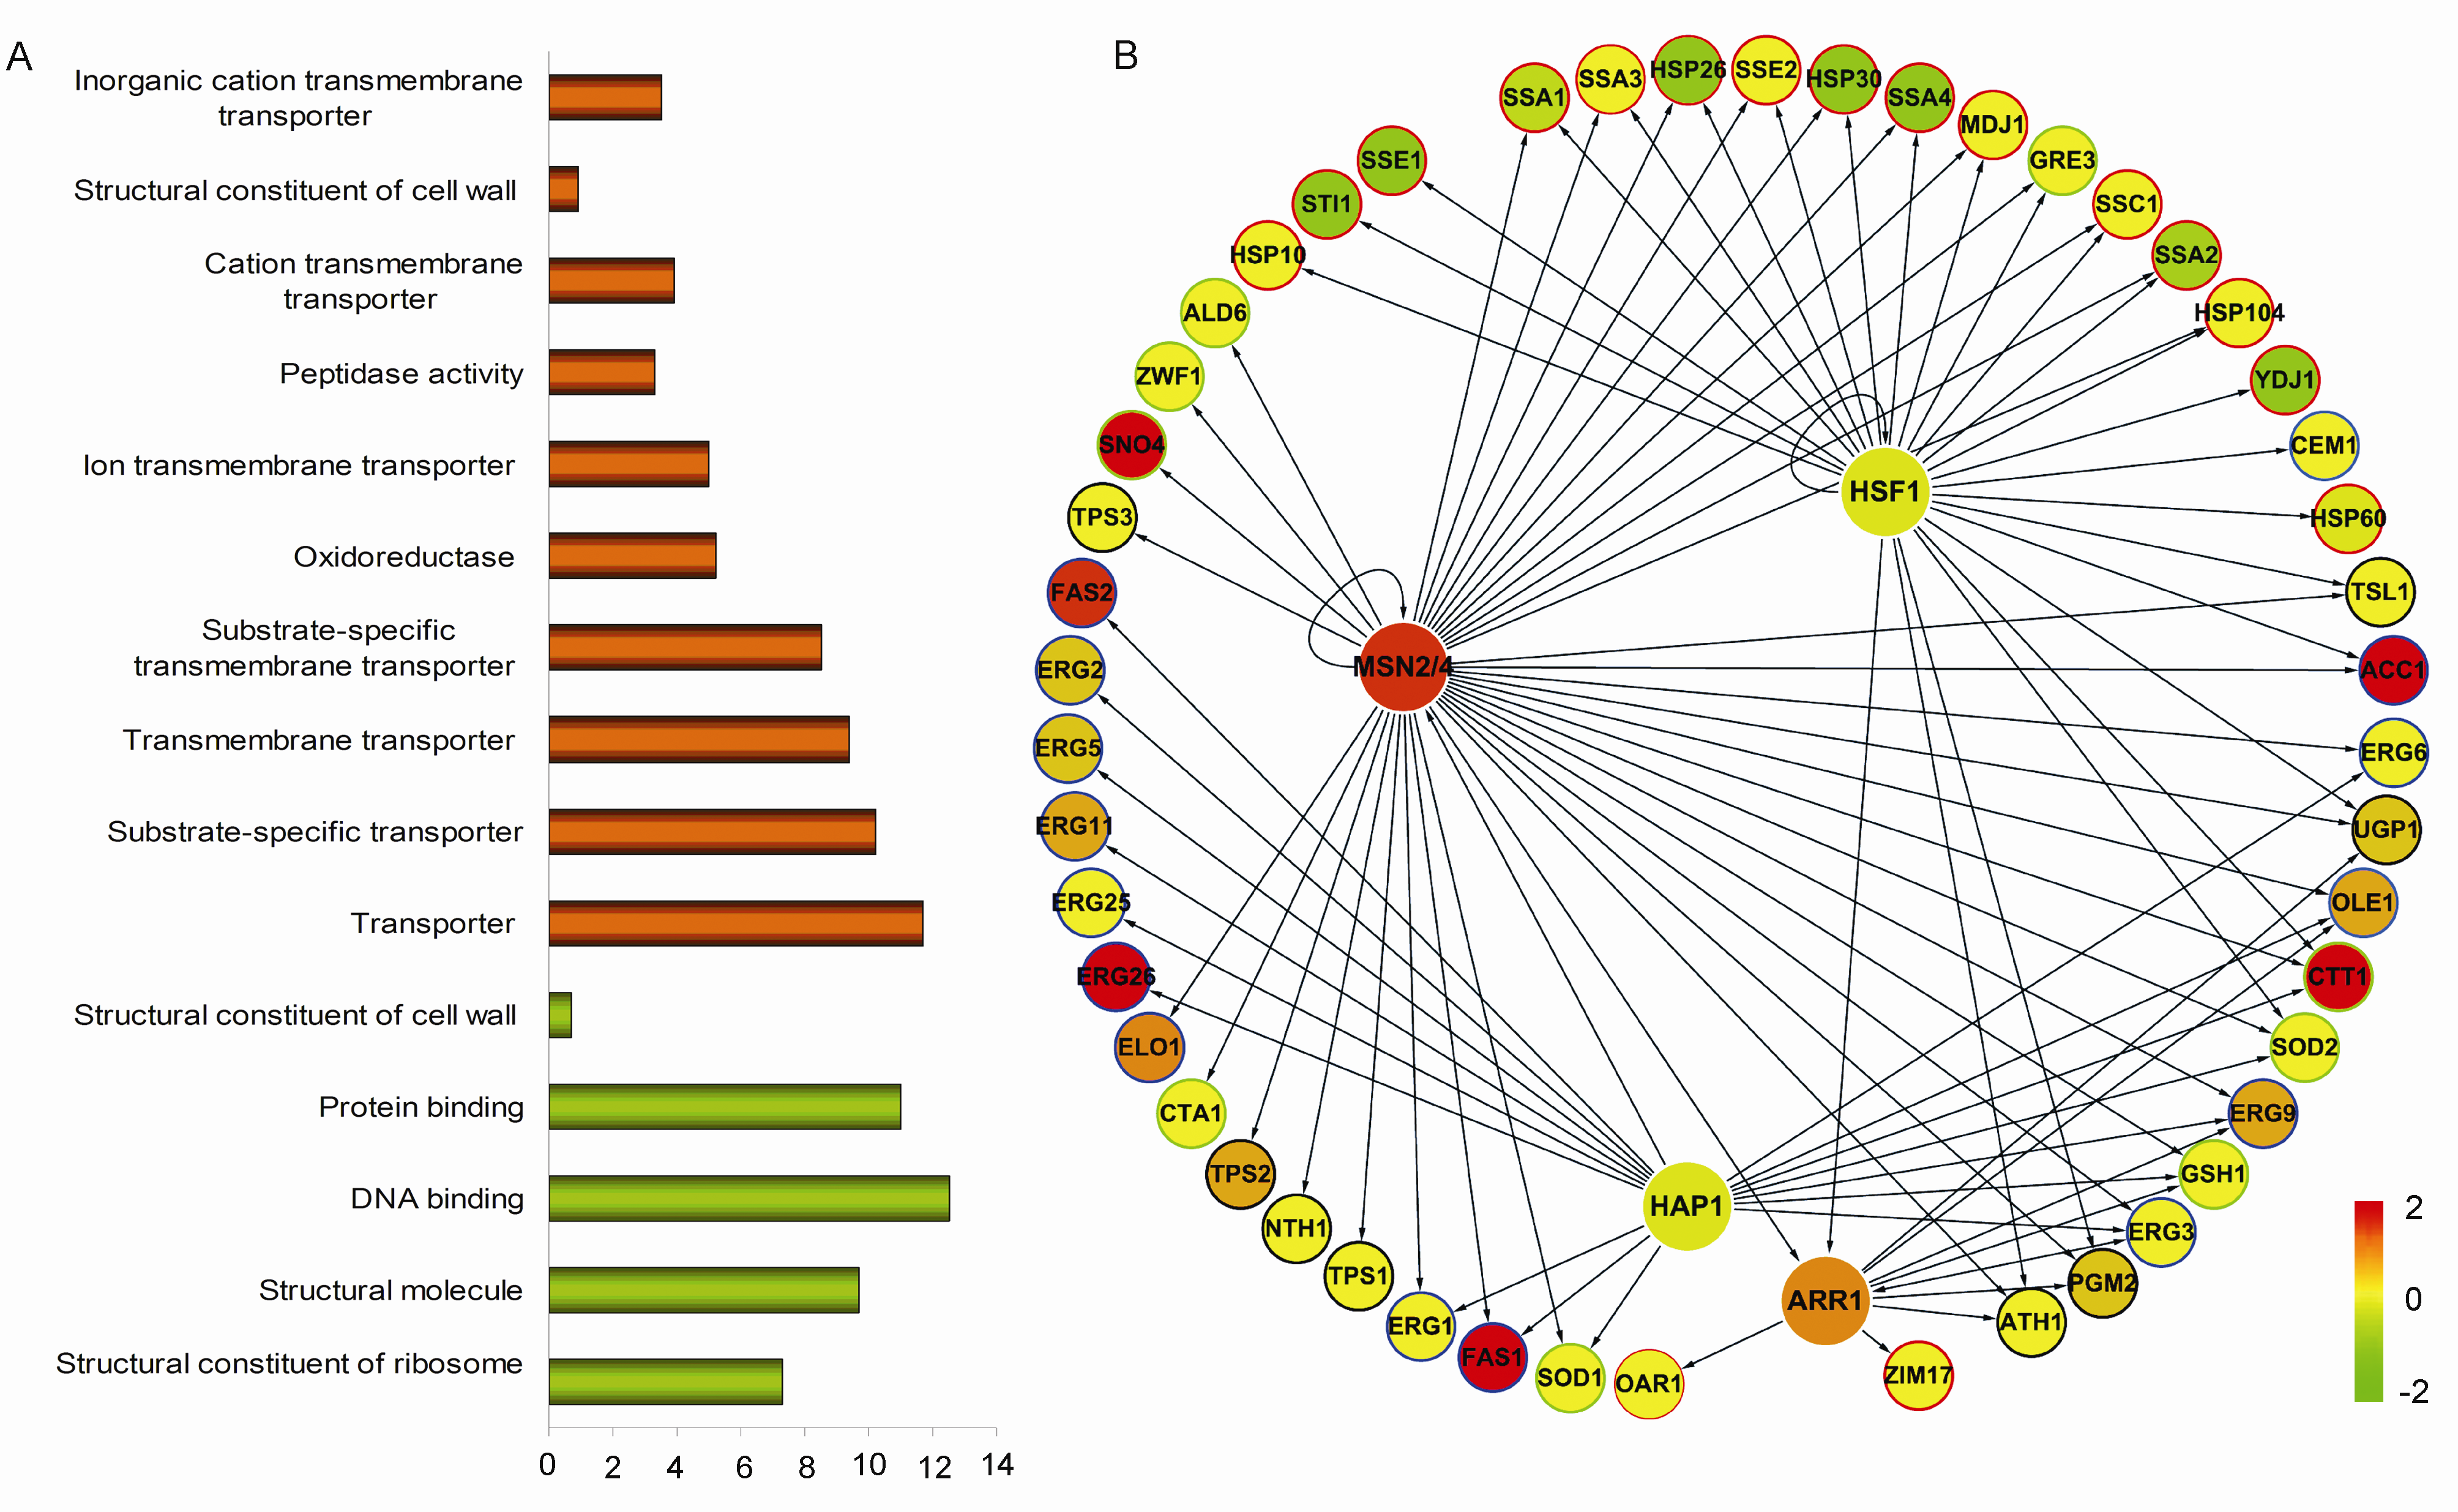

**Additional file 10.** Functional classification and transcriptional-regulation analysis of genes expressed differently in BYZ1 and YJS329. (A) GO functional enrichment analysis of genes expressed differently in BYZ1 and YJS329 (FDR < 0.05). Orange pillars represent the classification of up-regulated genes in YJS329, and olive pillars represent the down-regulated genes. (B) Regulation network analysis of some key trans-transcriptional factors and their target genes. These genes were grouped into five terms marked with different color borders, including trehalose metabolism (black), antioxidative factors (green), heat-shock proteins (red), and fatty-acid and ergosterol metabolism (blue). Regulation relationships are presented by the arrows linking the nodes. The genes up-regulated or down-regulated genes with respect to BYZ1 are shown in red and green, respectively, and the color gradient represents the extent of regulation.

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 11 — Comparison of the expression levels of stress-related genes between BYZ1 and YJS329.

**Additional file 11.** Comparison of the expression levels of stress-related genes between BYZ1 and YJS329.

| Category | Genes | log2 Ratio(YJS329/BYZ1) | Up or Down | *P*-value |
| --- | --- | --- | --- | --- |
| Transcription factors | *HSF1* | -0.61 | Down | 4.77E-22 |
| *MSN4* | 1.38 | Up | 6.07E-13 |
| *MSN2* | 0.78 | Up | 0 |
| *HAP1* | -0.66 | Down | 8.24E-85 |
| *ARR1* | 1.02 | Up | 3.63E-13 |
|  |  |  |  |  |
| Genes in ergosterol synthesis | *ERG9* | 0.89 | Up | 4.22E-12 |
| *ERG24* | 0.86 | Up | 6.06E-13 |
| *ERG11* | 0.80 | Up | 0 |
| *ERG10* | 0.73 | Up | 3.63E-12 |
| *ERG2* | 0.69 | Up | 1.15E-12 |
| *ERG8* | 0.57 | Up | 2.77E-06 |
| *ERG1* | 0.55 | Up | 0 |
| *ERG25* | 0.41 | Up | 0 |
| *ERG27* | 0.38 | Up | 5.83E-05 |
| *ERG12* | 0.37 | Up | 0.00014 |
| *ERG3* | 0.28 | Up | 0 |
| *ERG6* | -0.58 | Down | 1.34E-21 |
| *ERG20* | -0.43 | Down | 3.39E-17 |
|  |  |  |  |  |
| Genes in fatty acid synthesis | *FAS2* | 1.49 | Up | 2.4E-11 |
| *FAS1* | 2.25 | Up | 0 |
| *ELO1* | 1.02 | Up | 6.85E-12 |
| *OLE1* | 0.90 | Up | 0 |
|  |  |  |  |  |
| Catalase | *CTT1* | 3.23 | Up | 1.85E-11 |
| *CTA1* | 0.24 | Up | 2.49E-11 |
|  |  |  |  |  |
| Genes in trehalose synthesis | *TPS2* | 0.88 | Up | 0 |
| *TSL1* | 0.30 | Up | 2.63E-11 |
| *NTH2* | 0.22 | Up | 0.000194 |
| *TPS1* | -0.15 | Down | 3.74E-08 |

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 12 — The different efficiencies of the promoters of HSF1, SFA1 , and ALD6 between BYZ1 and YJS329. The efficiency of the promoters was evaluated by the expression activity of report gene Cre. The values were represented by log2 ratio of YJS329/BYZ1. Error bars represent SD of three independent samples. Format: DOC.

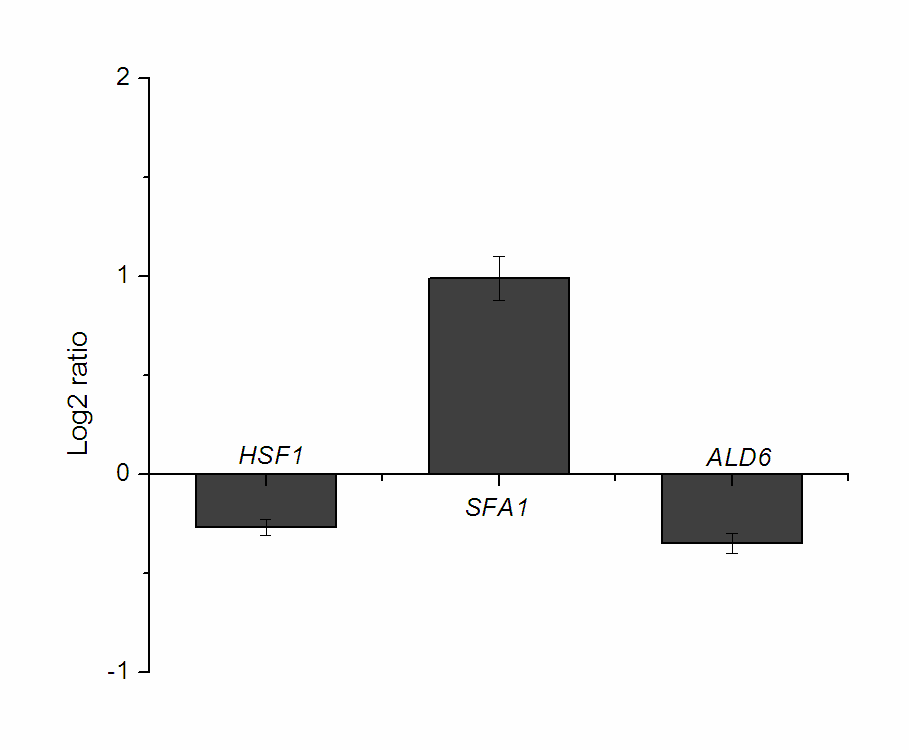

**Additional file 12.** The different efficiencies of the promoters of *HSF1*, *SFA1*, and *ALD6* between BYZ1 and YJS329. The efficiency of the promoters was evaluated by the expression activity of report gene Cre. The values were represented by log2ratio of YJS329/BYZ1. Error bars represent SD of three independent samples.

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 13 — The effects of ALD6 deletion on metabolites yield of ethanol fermentation. Yeast cells were precultured in YPD overnight, and were then transferred to the fermentation medium (10/L yeast extract, 20 g/L peptone, and 160 g/L glucose) with the initial OD600 of 1. Fermentations were performed at 30°C for 55 h.)

**
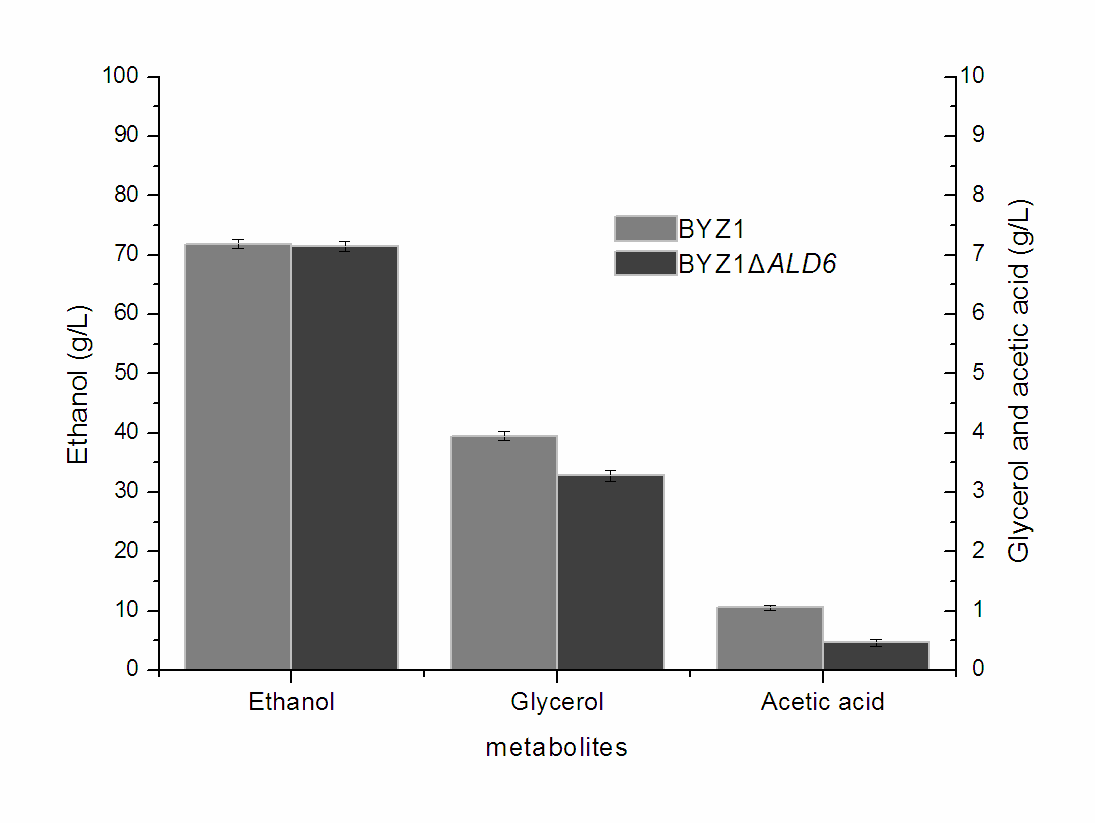
**

**Additional file 13.** The effects of *ALD6* deletion on metabolites yield of ethanol fermentation. Yeast cells were precultured in YPD overnight, and were then transferred to the fermentation medium (10 /L yeast extract, 20g/L peptone, and 160 g/L glucose) with the initial OD600 of 1. Fermentations were performed at 30 °C for 55 h.

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 14 — Verification of the transcription of some novel genes. (A) The expression level and boundary of the novel ORF chr06.003. (B) Relative expression of five novel ORFs under different conditions. YJS329 was grown in YPD medium with initial OD600 of 0.05, and total RNA were then extracted at 7 h (exponential phase), 15 h (diauxic growth), and 25 h (stationary) for determination of the expression of these novel genes. "Fermentation" indicates the total RNA extracted at 20 h under ethanol-fermentation conditions (33°C) with corn mash as the feedstock (containing 270 g/L glucose.)

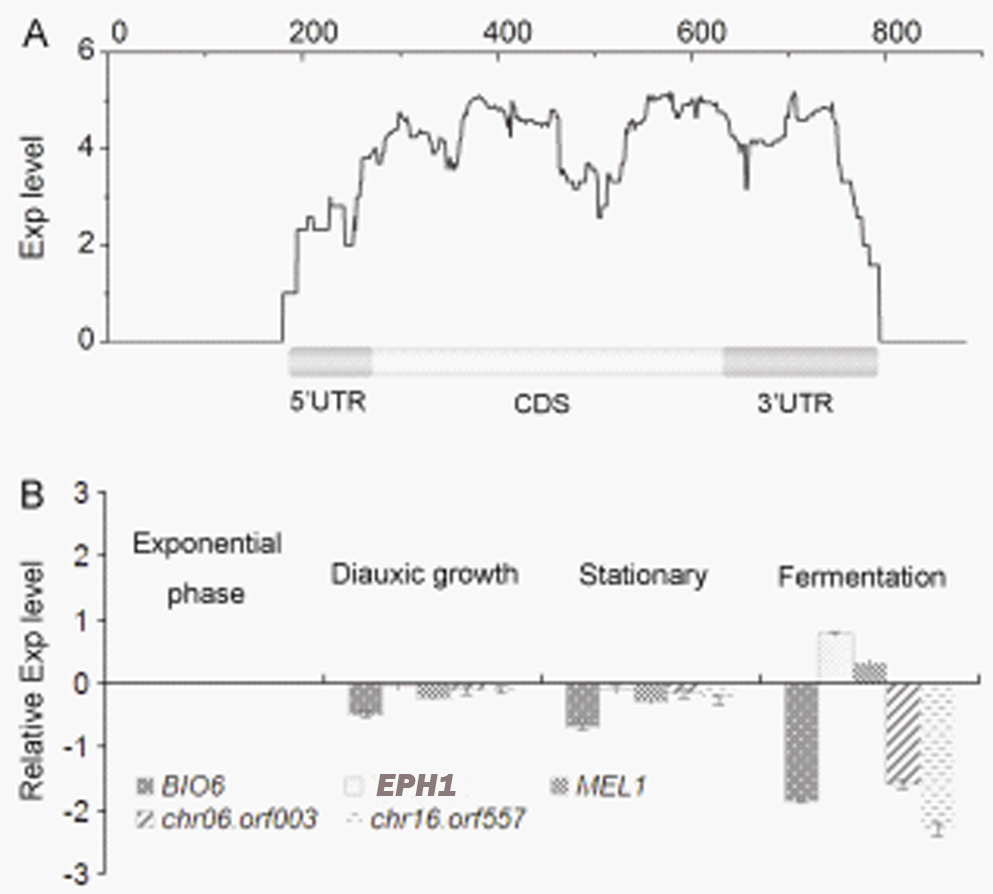

**Additional file 14.** Verification of the transcription of some novel genes. (A) The expression level and boundary of the novel ORF chr06.003. (B) Relative expression of five novel ORFs under different conditions. YJS329 was grown in YPD medium with initial OD600 of 0.05, and total RNA were then extracted at 7 hours (exponential phase), 15 hours (diauxic growth), and 25 hours (stationary) for determination of the expression of these novel genes. ‘Fermentation’ indicates the total RNA extracted at 20 hours under ethanol-fermentation conditions (33°C) with corn mash as the feedstock (containing 270 g/L glucose).

# Supplementary material for: Genome sequencing and genetic breeding of a bioethanol Saccharomyces cerevisiae strain YJS329
**Source:** BMC Genomics. 2012 Sep 15;13:479. doi: 10.1186/1471-2164-13-479
**Supplement:** Additional file 15 — Primers used in this study.

**Additional file 15.** Primers used in this study.

| Primer numbera | Name | Sequence 5'-3' | size (bp) | Efficiencyb |
| --- | --- | --- | --- | --- |
| 1 | ARR1-F | GGACTGAAATAAAGGAGCC | 103 | 0.95 |
| ARR1-R | TGTCTTGGATGGAAACCC |
| 2 | HMO1-F | AAGATGCTATTATCGCTGCTC | 379 | 1.02 |
| HMO1-R | GCGTGCTGTAAACTGAAAGG |
| 3 | UME6-F | TGAGTCAAGGACAAGGCAAGTT | 257 | 0.99 |
| UME6-R | CGTTGGGATAATCAGCGGTA |
| 4 | TPS1-F | AGGCTGGATTACATCAAAGG | 293 | 0.93 |
| TPS1-R | GTGGACGAGACCAAACAAAC |
| 5 | TPS2-F | ACGCCAAAGAACTGAAAGAA | 228 | 0.98 |
| TPS2-R | CATCACCCAAACATAATACA |
| 6 | TPS3-F | TAAACATCGGATTGATAGCG | 237 | 0.99 |
| TPS3-R | TTATGTGCGTAATGGCTTCC |
| 7 | MSN4-F | GTCGGATAATGCCTCTGC | 196 | 1.07 |
| MSN4-R | GTTTGGGCTTACCGTTGC |
| 8 | HSF1-F | ACAAGTGTCAATCAAGGCGAA | 192 | 1.02 |
| HSF1-R | CTGGGTGGAATAACTGTGGTC |
| 9 | SFA1-F | AAAGGTTGGGGTCAATCTATTATCAT | 279 | 0.98 |
| SFA1-R | TTCATCAGACTTCAAGACGGTTC |
| 10 | ALD6-F | GTGCTATCACTAACCGTCA | 400 | 0.96 |
| ALD6-R | CTACCGTAACCAGATTGCT |
| 11 | BIO6-F | AGTCCGCTTTGATTGTCGT | 295 | 1.05 |
| BIO6-R | GACTATGTCTGGCACTATCCCT |
| 12 | YJS-HE-F | GAAGCAAGTCGCAACCAGTC | 390 | 0.99 |
| YJS-HE-R | ACTGCCACAACTATGTATCTT |
| 13 | chr02.orf010-F | TGGTGCCAATGTGAATAACT | 254 | 1.08 |
| chr02.orf010-R | AAATCTCTTCCAAGGTCGTG |
| 14 | chr06.orf003-F | CTGGTGCTGTTGTTTCCTCT | 176 | 0.98 |
| chr06.orf003-R | AACCTCTTCATTTTTCATTCTCC |
| 15 | chr06.orf127-F | GGCTGGTAATAAGGGTGCT | 259 | 0.97 |
| chr06.orf128-R | GAAACCTGCCTCTATGAAAC |
| 16 | ACT1-F | GGCTTCTTTGACTACCTTCCA | 89 | 1.09 |
| ACT1-R | AGAAACACTTGTGGTGAACGA |
| 17 | pHSF1-F | GGCAATCGAAGCTCATAG | 504 |  |
| pHSF1-R | TTGCCTTAGGTTACCATTAC |
| 18 | pSFA1-F | AAGTTTCTCCTTATCCTCCAT | 904 |  |
| pSFA1-R | GTAGCGGCGGACATTCT |
| 19 | pALD6-F | AACCGTACTCACAACTTTCCG | 1211 |  |
| pALD6-R | GCATAGGCAGCAGCATCTC |
| 20 | Ho-F | AAACACGACTATTCTGATGGCTA | 561 |  |
| Ho-R | AACACCATTTCCTGCGAGTA |

**Table S3** Primers used in this study

| Primer numbera | Name | Sequence 5'-3' | Amplicon size (bp) | Efficiencyb |
| --- | --- | --- | --- | --- |
| 21 | pcALD6-F | TCAU*GAGCTC*UTACGTATCTATGTGTGTA | 1199 |  |
| pcALD6R | TCU*GAATTC*UTGATAGTATGTGTTTGTG |
| 22 | pcSFA1-F | CCAU*GAGCTC*UACTTGTATTCTTTGGTAGT | 1250 |  |
| pcSFA1R | GCGGU*GAATTC*UTACTTATATTACTTATATTCCTT |
| 23 | pcHSF1F | TCAU*GAGCTC*UCCACTTTTCTGTGCCTTTT | 826 |  |
| pcHSF1-R | TAU*GAATTC*UGCGCCAACAATACAGCTGTC |
| 24 | Cre-F | CCAGGTATTGTTAGCGGT | 291 | 1.01 |
| Cre-R | CACATCATCCACGGTTCT |
| 25 | OHSF1-F | GAU*GAGCTC*UCCACTTTTCTGTGCCTTTTG | 3357 |  |
| OHSF1-R | CGU*GAATTC*UTACGCTATTTAATGACCTTGCC |
| 26 | OALD6-F | TCU*GAGCTC*UCCTAATGATCTGATGCGCT | 2935 |  |

a Primers 1–10 were used to verify the mRNA expression level of the relevant genes in the RNA-seq experiment by RT-qPCR; primers 1–3 were also used to verify the copy number variation of relevant DNA regions by RT-qPCR; primers 11-15 were used to detect the expression of relevant novel genes; primer 16 was used as the internal reference of RT-qPCR; primers 17–20 were used in PCR to confirm the sequence mutations of selected genes; primers 21–23 were used to clone the promoters of genes *ALD6*, *SFA1*, and *HSF1*; primer 24 was designed to evaluate the efficiency of promoters cloned into the plasmid pSH47; and primers 25 and 26 were used to clone *HSF1* and *ALD6*, respectively.

b Efficiency (*E*) was determined using the formula *E*=10(-1/slope)-1,with the “slope” being the slope of the standard curve that was obtained from 10 fold serial dilution of template.

How the deposited data were processed for this re-analysis (not part of the article)

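Poly(A) RNA of the laboratory strain BYZ1, harvested in early stationary phase in YPD, was sequenced by the authors, and 1 table per strain was deposited. A second deposited table comes from ZK2, which its labels call a bioethanol strain and which the paper does not name. ZK2 was mapped only to its own label and was never used in place of YJS329, whose library was not analysed here. The labels give ZK2 a medium of 10, 20 and 20 g/L yeast extract, peptone and glucose, and BYZ1 one of 1, 2 and 2 g/L, where the paper gives 10, 20 and 20 g/L.

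The authors removed reads with adapters or with more than 50% of bases at a quality of 5 or less and aligned the rest to S288c or YJSH1 genes with SOAPAligner, allowing 2 mismatches. The version of SOAPAligner is not given in the sources used here, nor is the aligner used for ZK2. The read count of each gene in the deposited tables is the number of uniquely mapped reads, with no normalization, and genes without a read are not listed. The deposited RPKM is that count divided by the listed length and by the total of uniquely mapped gene reads, and recomputing it gave the deposited value of every gene to within rounding. The deposited percent of each gene covered by reads was computed by the authors and used as given. Every listed length is a multiple of 3, so lengths are coding lengths. The submitters' processing notes name the build sacCer2 for both samples. The reference used here is R64, so coordinates of genes are those of the BYZ1 table, and R64 served only for gene names, for which genes neighbor each other, and for promoter and Ty sequences, which are given as R64. Of the 5699 gene identifiers, 5693 matched the R64 gene table.

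The BYZ1 table holds 4687047 reads over 5671 genes and the ZK2 table 4571043 reads over 5605 genes, with 5577 genes in both. At this depth the median gene had 230 reads in BYZ1 and 204 in ZK2. Each strain has 1 library, so no test, standard error or p-value between strains could be had. Levels carry exact Poisson 95% intervals of the count, and ratios exact conditional binomial (Clopper-Pearson) 95% intervals. A count of 0 was given a floor of 3 reads, and a fold against it is a lower bound. The paper's YJS329 values are from the first 1289 of the 2334 rows of Additional file 9, and its log2 ratios of further genes from Additional file 11. No overlap or enrichment test was run on Additional file 9, because it was used only in part.

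ZK2 was compared with BYZ1 as log2 of the ratio of RPKM plus a pseudocount of 1, over the 5080 genes with an RPKM of 10 or more in at least 1 library. A pseudocount understates the change of low genes. A gene was called higher or lower at a log2 ratio of 1 or more in size. The median log2 ratio of all genes was -0.17, and changes in ZK2 are also given relative to it. For 25 gene lists, 21 of pathways, cell type and markers, 1 of cytosolic ribosomal proteins and 3 from the array hybridization of Additional file 2, the median log2 ratio was set beside those of 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile describes these libraries only. A list needed 3 measured members. The amplified region of chromosome 4 was also compared with windows of 32 neighboring genes and with the ORFs within 50 kb.

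The sample mapping, the comparisons, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined. Under that rule the text names every gene that the paper names for the RNA-Seq comparison, the 10 genes of highest RPKM in BYZ1, the 10 largest log2 ratios of ZK2 to BYZ1 in each direction, and in each list the 2 members with the highest and the 2 with the lowest log2 ratio. The paper's values for BYZ1 and YJS329 had been seen when the rule was written. Genes named outside the rule were chosen after their values were seen. Alternatives were the TMM factor, the median of gene ratios as the scale, totals without the 10 genes of highest RPKM, pseudocounts of 0.1 and 5, no filter and an RPKM of 50 as the filter, other totals for the BYZ1 levels, the paper's BYZ1 RPKM and the median ratio of the Additional file 11 genes as the scale beside the paper's YJS329 values, and for the chromosome 4 region another comparison set and summed reads.

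The steps were tested on simulated data before use. Poisson counts were drawn at the pooled means and at the depths of the 2 libraries, with known changes in some genes, and 4974 genes passed the filter. The draws hold counting noise only and no differences between cultures, so the shares below describe counting error alone. Of genes changed by a log2 fold of 2, 100% were called when higher (50 of 50) and 98.0% when lower (48 of 49), and at a log2 fold of 1.5 the shares were 100% (50 of 50) and 94% (47 of 50). Of 4775 unchanged genes, 10 were called. Of 100 unchanged lists, 97 fell in the central 95% of random lists. With 1 added to their medians all 100 lay above it, an outcome nearly fixed in advance. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factor only.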

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

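Of the tests in this part, the share of chromosome 4 region genes above the median of all genes, the check that voids the coverage test and the number of genes that counting error would call were chosen only after the result was seen. ZK2, a strain labelled as a bioethanol strain that the paper does not report on, differed from BYZ1 by a log2 ratio of 1 or more in 926 of 5080 genes: 402 were higher in ZK2 and 524 were lower. The balance of these counts depends on the scaling, as given in the next part. Counting error alone would put 8.46 genes past this size (exact binomial, given the reads of each gene in both libraries), which argues against it as the source of most of the 926 but says nothing of differences between cultures. Of the 926 genes, 14 (1.51%) had under 20 reads in both libraries, a share that the filter on RPKM keeps low, so it decides nothing. The median log2 ratio of all genes was -0.17, so each median below is followed by its distance from that value.

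Genes of membrane lipid synthesis were higher in ZK2. The 23 ergosterol genes had a median log2 ratio of 1.11 (1.29 above all genes), with 12 higher and none lower, and the 12 fatty acid genes 1.30 (1.48 above), with 7 higher and none lower. Maltose and sucrose genes stood furthest apart, with a median of 6.50 (6.68 above, and 2.74 above with no filter on low values) and all 8 measured members higher. Copper and iron uptake genes had a median of 2.22 (2.40 above, and 1.51 with no filter), with 9 of 15 higher and 2 lower. Ribosome biogenesis genes had a median of 0.43 (0.60 above), with 12 of 49 higher and none lower. Genes that the paper's array hybridization found over-represented in YJS329 had a median of 1.30 in ZK2 (1.47 above, and 0.44 with no filter), with 12 of 23 higher and 5 lower. Maltose genes are among these, so the 2 lists are not independent. Each median lay above the central 95% of random lists of the same size and expression. Each strain has 1 library and the labels give the media different strengths, so strain, medium and culture are confounded.

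The 44-ORF region of chromosome 4 was higher in BYZ1 than in ZK2: its 32 measured genes had a median log2 ratio of BYZ1 to ZK2 of 0.95 (0.74 to 1.12, from order statistics over genes), which is 0.78 above that of all genes. The highest of 4516 windows of 32 neighboring genes outside the region was at 0.64, the flanking genes were at 0.21, and the summed reads of the region gave a ratio of 1.96 (1.92 to 2.00, counting error only). A few strongly changed genes are argued against as the source, since 29 of the 32 genes (90.6%) lay above the median of all genes. The paper reports extra dose of this region in BYZ1 against YJS329 and in its parent BY4742, with chromosome 4 homologs of unequal size in BYZ1. The 0.78 lay in the range set in advance for extra gene dose in BYZ1. The dose in ZK2 is unknown, as no DNA measurement of ZK2 was analysed here. Extra dose and loss of ZK2 reads to sequence differences both remain candidate explanations of the gap to ZK2. The ZK2 coverage (median 97.2%, at the 86.0th percentile of lists matched on ZK2 level, themselves at 96.5%) is too near its ceiling to decide.

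Of the lists set in advance as tied to growth phase, only ribosome biogenesis lay outside the central 95% of random lists. A difference in growth stage at harvest would move ribosome and respiratory genes outside it in opposite directions. Ribosome biogenesis genes were at the 100th percentile, the 34 respiratory chain genes at the 75.9th, the 138 cytosolic ribosomal protein genes at the 12.7th, glyoxylate and gluconeogenesis genes at the 9.78th and tricarboxylic acid cycle genes at the 4.45th. The heat-shock list and the acetate and glycerol list, both below the central 95%, were not among those set in advance. The paper states, however, that most genes of the stress response are induced at the phase of harvest. Growth stage, medium and strain cannot be told apart, because each strain has 1 library and the labels of the media differ.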

How the results depend on the processing

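No test or alternative in this part was chosen after the result was seen. The number of genes lower in ZK2 depended on the scale: it was 345 with the TMM factor and 341 with the median gene ratio set to 1, against 524, while 534 and 535 genes were higher, against 402. The higher genes were then 60.8% and 61.1% of those called, against 43.4%, since either scale moves the median log2 ratio of all genes by 0.17. With an RPKM of 50 as the filter, 274 genes were lower and 283 higher, as fewer genes (2573) were compared. Under the other alternatives both counts stayed within 1.5 times. The median RPKM of BYZ1 was 35.1 with multi-position reads in the total and 42.6 without the 10 highest genes, against 37.2, by construction of the total. Of 37 named genes with both values, 15 were higher and 21 lower in YJS329, against 27 and 10, when the median ratio of the Additional file 11 genes was set to 1, and 11 changed sign. The 23 genes behind that median are all listed as up, so this outcome follows from the centering and says nothing of direction. Relative to all genes, each of 165 list medians under the alternatives stayed in its interval over genes, and no list moved to the other side of the central 95%. Alternatives that only rescale the totals nearly cancel in this measure, so their outcome was fixed in advance. For the smallest lists the interval is the whole range of the members, so staying inside it says little. In 7 cases a list moved across 1 edge of it, namely a-specific genes (4 cases), acetate and glycerol genes, marker genes and the array list under-represented in YJS329. The chromosome 4 region stayed between 0.72 and 0.80. Of 695 such values for 139 named genes between ZK2 and BYZ1, 541 stayed within counting error, 154 moved further, and no gene past the threshold changed sign. No paired analysis was possible because each strain has 1 library, and no library could be left out. Depth limits genes under about 20 reads, whose intervals are wide, and genes with near-identical copies.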

Other observations

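Of the tests in this part, the count of neighboring genes without ZK2 reads was chosen only after the result was seen. Maltose genes were higher in ZK2, and 3 of them had under 10 reads in BYZ1. The maltase gene *MAL12* had 1 read in BYZ1 and 2840 in ZK2, a ratio of 2912 (522 to 115061), and *MAL32* had 4 and 2041 reads. The isomaltase gene YGR287C had 9 and 3374 reads, the permease genes *MAL11* and *MAL31* rose in RPKM from 18.0 to 2089 and from 25.8 to 2003, and *MAL13* and the invertase gene *SUC2* had ratios of 4.99 (4.14 to 6.05) and 4.38 (3.99 to 4.81). *MAL12* and *MAL32* are a near-identical pair, so the share of each is uncertain. The copper transporter gene *CTR3* had 17 reads in BYZ1 and 2165 in ZK2 (131, 81.4 to 225), and the siderophore-binding cell wall gene *FIT2* was 30.0 times higher (27.3 to 33.0), while the reductase gene *FRE7* and the metallothionein gene *CRS5* had log2 ratios of -1.87 and -0.93 relative to all genes. On the log2 scale relative to all genes, *ERG25* (3.05) and *ERG4* (2.54) led the ergosterol list, and *ERG12* (0.45) and *ERG20* (-0.11) were its lowest. In the fatty acid list *FAS1* (2.68) and *ACC1* (2.39) led, and *HFA1* (-0.13) and *FAA1* (-0.32) were lowest. Other genes at the top were the subtelomeric *COS4* (1 read in BYZ1, 282 in ZK2) and YAR068W (22 and 766 reads). In ribosome biogenesis, *DBP2* (3.12) and *TIF6* (1.96) were highest and *NOP4* (-0.32) and *DBP3* (-0.31) lowest.

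Heat-shock genes ran the other way. The 39 genes had a median log2 ratio of ZK2 to BYZ1 of -0.71 (-0.54 relative to all genes), below the central 95% of random lists, with 3 higher and 15 lower. *HSP26* had an RPKM of 17553 in BYZ1 and 2026 in ZK2, and *SSA4* had 117 and 25.9. *SSB1*, a ribosome-associated chaperone gene, and *SNO4* were higher in ZK2, with ratios of 3.76 (3.52 to 4.00) and 7.31 (3.47 to 17.7). *SNO4* had only 8 reads in BYZ1 and 57 in ZK2. Its close homolog *HSP33* had 25 in BYZ1 and none in ZK2, so the values of both are uncertain. The acetate and glycerol genes were also below (median -0.60, or -0.43 relative to all genes, 2 higher and 7 lower of 18), though inside the central 95% with an RPKM of 50 as the filter, with *ALD2* at -3.14 and *PDC6* at -2.05 relative to all genes and *ACS2* at 1.91 and *HOR2* at 1.56. For genes that the paper names, levels can be set side by side. The RPKM of the cytosolic catalase gene *CTT1* was 95.7 in ZK2, 756 in BYZ1 and 7104 in YJS329 by the paper. For *SFA1* the values were 1584 in ZK2 and the paper's 1998 in YJS329, against 131 in BYZ1. For *CTR3* they were 652 and the paper's 627, against 5.00. For *MSN4* ZK2 was at 115 and YJS329 at 120 by the paper. For *HSP30* ZK2 was at 696, BYZ1 at 645 and YJS329 at 147 by the paper. For *ALD6* ZK2 was at 583, between BYZ1 at 891 and the paper's 244 for YJS329. These are levels in single libraries, and ratios of both strains to BYZ1 would share the BYZ1 library.

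The other lists below lay inside the central 95% of random lists unless stated, and each value is a log2 ratio of ZK2 to BYZ1 relative to all genes. The median was 0.07 for 10 trehalose genes (*UGP1* 1.24, *PGM1* 0.57, *ATH1* -0.63, *TPS1* -0.44), -0.11 for 28 antioxidant genes, of which 7 were lower and none higher (*GLR1* 0.74, *PRX1* 0.62, *CTT1* -2.80, *TSA2* -2.78), and -0.20 for 10 stress transcription factors (*MSN4* 1.48, *MSN2* 0.97, *HAP4* -0.95, *CAT8* -0.51). It was 0.41 for 13 genes of aldehyde reduction (*SFA1* 3.75, *ADH1* 1.99, *ADH2* -2.26) and -0.03 for 9 hexose transporters (*HXT7* 5.19, *HXT5* 0.86, *HXT17* -2.17). *HXT7* had 43 reads in BYZ1 and 1604 in ZK2, while its near-identical copy *HXT6* had 346 and 0, so the values of both are uncertain. Carbon metabolism lists had medians of -0.20 for the tricarboxylic acid cycle (*SDH3* 0.85, *SDH1* 0.70, *CIT3* -2.29, *LSC2* -1.12), -0.14 for glyoxylate and gluconeogenesis (*MDH2* 0.64, *PCK1* 0.39, *ADY2* -2.35, *CAT2* -0.96), 0.13 for glycolysis (*TDH2* 1.41, *PFK2* 1.28, *HXK1* -2.40, *HXK2* -0.92) and 0.23 for the respiratory chain (*COX7* 1.43, *ATP20* 1.36, *NDE2* -2.14, *COX5B* -0.88). Cytosolic ribosomal protein genes had a median of 0.03, with 5 higher and 9 lower of 138 (*RPL18B* 2.84, *RPL4B* 2.02, *RPL17B* -1.53, *RPS6A* -1.19). The 3 measured a-specific genes had a median of -0.98, below the central 95% but inside it under 4 alternatives (*MFA2* 0.73, *MFA1* -0.98, *AGA2* -2.76), and with 12 or fewer reads for *MFA1* and *MFA2* in both libraries. The 3 haploid-specific genes had a median of -0.93 (*STE12* 0.19, *GPA1* -0.93, *RME1* -2.65) and the 5 genes of meiosis and sporulation -0.41 (*AQY1* 1.52, *NDT80* -0.39, *IME1* -3.48, *SPS100* -2.97). The filter on RPKM moved several of these medians. With no filter the median was -0.49 for 18 hexose transporters, -0.29 for 12 haploid-specific genes and -0.32 for 123 genes under-represented in YJS329, the last below the central 95%. With a filter of 50 it was 0.81 for 3 hexose transporters, 0.26 for 14 under-represented genes, -0.12 for trehalose genes, -0.03 for ribosomal protein genes, 0.08 for glycolysis and -0.49 for stress transcription factors. The 1 measured alpha-specific gene had a log2 ratio of -0.12 before this adjustment. In the array lists, the 43 measured genes under-represented in YJS329 had a median of -0.16, with 11 higher and 12 lower (*YIL169C* 3.52; *MAL11*, *HXT6* and *ARN2* are given elsewhere in this part), and the lowest of those over-represented in YJS329 were *ARR3* -2.08 and *DAN4* -1.43. The region over-represented in BYZ1 had 14 genes lower and none higher in ZK2 (*MSS116* 0.61, *YDR210W* 0.34, *HSP42* -1.74, *ATC1* -1.56).

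The marker genes of BYZ1 had reads in ZK2. *URA3* had 0 reads in BYZ1 and 123 in ZK2, at least 42.0-fold higher, and *LEU2* 1 and 360. *LYS2* was 2.26 times higher in ZK2 (2.02 to 2.53), *HIS3* had 156 and 159 reads, and *MET15* had 145 and 43, lower in ZK2. The 5 genes had a median log2 ratio of 1.14 (1.31 relative to all genes), above the central 95% except with an RPKM of 50 as the filter (3 genes, 89.6th percentile), and were listed because BYZ1 lacks copies of them. The largest decreases outside the genes below were YKL065W-A (394 reads in BYZ1, 5 in ZK2), *PRM8* (299 and 8), the phosphate transporter gene *PHO89* (7945 and 330) and YKL050C (1448 and 70). By chromosome, the median log2 ratio relative to all genes was highest for chromosomes 11 (0.31) and 3 (0.28) and was between -0.10 and 0.20 for the other 14. The 29 Ty ORFs with BYZ1 reads had 930 unique reads in BYZ1 and 130 in ZK2. They were picked for having reads in BYZ1, and unique reads on S288c copies do not measure Ty expression. The counts therefore show no difference in Ty expression between the strains.

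A set of 19 genes had 20 or more reads in BYZ1 and none in ZK2, 5 of them Ty ORFs. The others are *ADH7*, *RDS1* and *AAD3* side by side on chromosome 3, *AAD6*, *AGP3*, YFL054C, *DAK2* and YFL052W on chromosome 6, *BDS1* and YOL163W on chromosome 15, *ARN2* on chromosome 8, *HXT6* on chromosome 4, and *HSP33* and YPL278C. *RDS1*, *AAD3*, *AAD6*, *DAK2*, YFL052W, YOL163W, *HSP33* and YPL278C were chosen after their values were seen. *BDS1* was at least 73.5-fold lower in ZK2, *ARN2* at least 72.5-fold, YFL054C at least 69.2-fold, *AGP3* at least 45.5-fold and *ADH7* at least 37.1-fold. *HXT6* was at least 112-fold lower by unique reads. Its near-identical copy *HXT7* had 43 reads in BYZ1 and 1604 in ZK2, so the fold of *HXT6* is uncertain and does not show a decrease of the pair. The 13 non-Ty genes with a place in the gene order held 6 neighboring pairs, against a median of 0 and a highest of 2 in 10000 random sets matched on BYZ1 RPKM, and 6 of the 13 are on the paper's list of genes under-represented in YJS329. This count restates what was seen and is no test of its source. Absence of segments from ZK2, divergence too great for mapping and lack of expression were not told apart, since no ZK2 genome was used here. For *HXT6* and *HSP33*, reads placed on the homologs *HXT7* and *SNO4* were not told apart from these either.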
